# The Molecular Signature Underlying the Thymic Migration and Maturation of TCRαβ^+^CD4^+^CD8^-^ Thymocytes

**DOI:** 10.1371/journal.pone.0025567

**Published:** 2011-10-13

**Authors:** Fei Teng, Yubin Zhou, Rong Jin, Yu Chen, Xiaoyan Pei, Yuanfeng Liu, Jie Dong, Wei Wang, Xuewen Pang, Xiaoping Qian, Wei-Feng Chen, Yu Zhang, Qing Ge

## Abstract

**Background:**

After positive selection, the newly generated single positive (SP) thymocytes migrate to the thymic medulla, where they undergo negative selection to eliminate autoreactive T cells and functional maturation to acquire immune competence and egress capability.

**Methodology/Principal Findings:**

To elucidate the genetic program underlying this process, we analyzed changes in gene expression in four subsets of mouse TCRαβ^+^CD4^+^CD8^-^ thymocytes (SP1 to SP4) representative of sequential stages in a previously defined differentiation program. A genetic signature of the migration of thymocytes was thus revealed. CCR7 and PlexinD1 are believed to be important for the medullary positioning of SP thymocytes. Intriguingly, their expression remains at low levels in the newly generated thymocytes, suggesting that the cortex-medulla migration may not occur until the SP2 stage. SP2 and SP3 cells gradually up-regulate transcripts involved in T cell functions and the Foxo1-KLF2-S1P_1_ axis, but a number of immune function-associated genes are not highly expressed until cells reach the SP4 stage. Consistent with their critical role in thymic emigration, the expression of S1P_1_ and CD62L are much enhanced in SP4 cells.

**Conclusions:**

These results support at the molecular level that single positive thymocytes undergo a differentiation program and further demonstrate that SP4 is the stage at which thymocytes acquire the immunocompetence and the capability of emigration from the thymus.

## Introduction

Acquisition of a complete and functional competent T cell repertoire requires that T cell progenitors undergo a tightly regulated developmental program. This eventful program includes T cell lineage commitment, V(D)J recombination at the γδ and αβ T cell receptor (TCR) loci, positive selection of T cells with appropriate MHC restriction, phenotypic proceeding of CD4^-^CD8^-^ (double-negative, DN) cells through CD4^+^CD8^+^ (double-positive, DP) to CD4^+^CD8^-^ or CD4^-^CD8^+^ (single positive, SP) cells, negative selection, and final maturation of SP cells [1], [2]. The latter two events occur in the thymic medulla whereas the rest take place in the thymic cortex.

For decades, SP thymocyte maturation has received the least attention and the cells are simply viewed as a nearly uniform population that has finished the positive selection and are waiting for the emigration from the thymus to the periphery. Recently, however, accumulating evidence suggested that SP thymocytes are heterogeneous and undergo an ordered differentiation program. The newly generated CD4^+^ and CD8^+^ SP cells gradually change their surface markers [3], [4], [5], acquire the resistance to apoptosis and capabilities to proliferate and produce cytokines when triggered with various stimuli [3], [6], [7], [8], [9]. Most importantly, T cells undergo negative selection to rid the repertoire of potentially autoreactive specificities [8], [10], [11]. After about 4–5 days of residence in the medulla, the proliferation competent “mature” CD4^+^ and CD8^+^ SP cells emigrate from the medulla and/or corticomedullary junction (CMJ) following homeostatic cues of the peripheral T cell pool [12], [13], [14], [15], [16]. In addition, some evidence suggests that the development of unique regulatory properties in subsets such as regulatory T (T_reg_) cells may take place in the medulla [17], [18].

Polarized migration from the cortex to the medulla, movement within the medulla, and normal medullary structure and components are essential for proper SP development, repertoire selection, and T cell function [19], [20], [21], [22]. Preventing SP cells from entering or accumulating in the medulla such as that in *Ccr7* ^-/-^ and *plt* mice, or defects in the medulla such as those caused by *Aire* and *Relb* deficiency could result in autoimmunity, strongly supporting the important role of the medullary microenvironment in SP thymocyte development, in particular, negative selection against self-reactivity [23], [24], [25], [26], [27], [28], [29], [30], [31], [32], [33], [34], [35], [36]. However, the molecular mechanisms govern the SP migration and development remain elusive.

We have previously resolved CD4^+^ SP thymocytes into four subsets: SP1 (6C10^+^CD69^+^), SP2 (6C10^-^CD69^+^), SP3 (CD69^-^Qa-2^-^), and SP4 (CD69^-^Qa-2^+^), of which the proliferation, cytokine production, and survival capacities showed a trend of SP1<SP2<SP3<SP4. Multiple approaches were used to demonstrate that these four subsets define a linear, multiple-stage developmental program for the newly generated CD4^+^ SP thymocytes prior to their exportation to the periphery [37]. A severe blockage at the transition from SP3 and SP4 was found in mice deficient in *Aire* and *Relb*, indicating that this transition could be an important checkpoint [37]. Further studies of the mechanisms governing this developmental program will require a systemic analysis of molecular changes in these SP subsets. To this end, the array-based and/or high throughput sequencing-based analysis will be extremely useful to investigate gene expression signatures. However, all the data currently available treat the SP thymocytes as a homogenous population and are not ready to be applied for the analysis of the genes involved in various aspects of the differentiation within SP thymocytes [38], [39], [40], [41], [42], [43], [44], [45], [46]. Thus, we performed here a comparative microarray analysis of these four subsets of TCRαβ^+^CD4^+^CD8^-^ thymocytes and found a clear signature of cell migration at the molecular level.

## Results

### Gene expression profile of single positive thymocytes

To identify genes involved in medullary thymocyte development, we compared genome-wide mRNA expression profiles of the four subsets of TCRαβ^+^CD4 SP thymocytes. We used antibodies specific for 6C10, CD69, and Qa-2 to separate these subsets. CD25^+^ and NK1.1^+^ cells were excluded to avoid the influence of mature and/or returning mature T_reg_ and NKT cells (Figure 1a). All populations were purified to 95–99% (Figure 1b), and total RNA was used to generate biotinylated cRNA. 

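The 12 arrays measured mRNA of CD4 SP thymocytes from C57BL/6 mice aged 6 to 8 weeks, with 3 biological replicates of each of the 4 subsets. SP1 cells were 6C10+CD69+, SP2 cells 6C10-CD69+, SP3 cells 6C10-CD69- and Qa-2-, and SP4 cells 6C10-CD69- and Qa-2+. The deposited table gives 45037 probe sets, and each value is a linear intensity that the authors had already corrected for background and normalized between arrays. The methods name RMA for this step, while the processing notes of the samples name MAS5. Medians of the arrays lay between 30.5 and 32.8. From these intensities, log2 values were taken after 16 was added, and the subsets were compared with limma in 1 fit to all arrays, with p-values adjusted within each of the 6 comparisons by the Benjamini-Hochberg method. A probe set was counted as changed at an adjusted p under 0.05 and a fold over 2, and a single gene was said to rise or fall at an adjusted p under 0.05. Each of the 18193 genes with a probe set of its own was represented by the probe set of highest mean, and genes named for their rank by fold were read by the probe set of largest fold, as said at each. The replicate numbers were taken to follow the 3 array repeats of Figure 6A, which the sources used here do not state. On that reading, arrays of the same number were also compared as pairs and entered as a block in another fit. With 3 arrays per subset, their number limits the precision of every value.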

Complementary RNA from three independent preparations of SP1 to SP4 subsets was hybridized to Affymetrix murine gene arrays, containing 45101 probe sets. The data have been deposited in NCBI's Gene Expression Omnibus [47] and are accessible through GEO Series accession number GSE30083 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30083).

**Figure 1:**
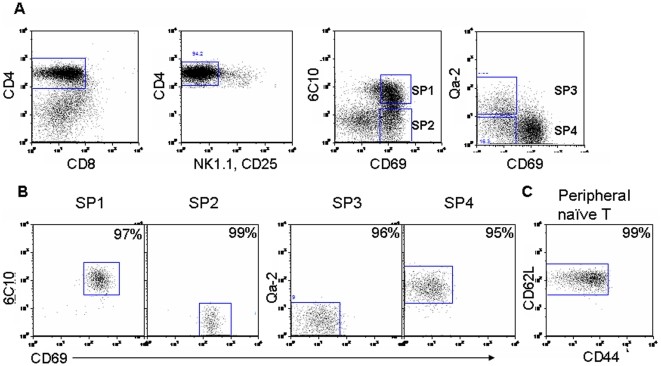
Isolation of CD4^+^ single positive thymocyte subsets and CD4^+^ naïve T cells from lymph nodes. (A–B) Thymocytes pooled from 15–20 mice were treated with anti-CD8 (3.155) mAb and complement. Viable cells were then separated by density centrifugation and stained with mAbs against mouse CD4, CD8 (53-6.7), CD69, and 6C10 or Qa-2. To exclude the contamination of NKT and Treg cells, PE-conjugated anti-NK1.1 and anti-CD25 antibodies were included in the mixture of staining Abs. CD4^+^CD8^-^CD25^-^NK1.1^-^ medullary thymocytes were gated (A) and sorted into the four subsets (B) defined in the text (i.e., SP1–SP4). The numbers in the top-right corners indicate the purity of the sorted cells. (C) Brachial, mesenteric, and inguinal lymph nodes were pooled from 5 to 8 mice and stained with mAbs against mouse CD4, CD8, CD44, CD62L, NK1.1, and CD25. CD4^+^CD8^-^CD44^lo/int^CD62L^hi^CD25^-^NK1.1^-^ naïve cells were sorted. The number indicates the purity of the sorted cells.

To test the general validity of the chip-based hybridization, quantitative RT-PCR (qRT-PCR) and flow cytometry were used to confirm the differential expression of several genes among the four subpopulations. In addition, our initial cell purification strategy for the microarray analysis did not exclude a mature conventional T cell population (Qa-2^+^) that migrate from the periphery back to the thymus [48], [49], [50], [51], [52], the acquired array data in the SP4 subset may thus be contaminated by the presence of less than 5% of mature T cells (data not shown). Since most of these thymus-returning T cells have an activated/memory phenotype (CD44^hi^, composed of 80% of GFP negative CD4^+^ SP thymocytes in RAG2p-GFP transgenic mice, data not shown), the RNAs of the four SP subsets used in the qRT-PCR validation were differently sorted to exclude the NK1.1^+^, CD25^+^, and CD44^hi^ cells. 

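Il2ra, which encodes CD25, had mean intensities of 50.0 ± 26.6 in SP1, 52.6 ± 7.98 in SP2, 42.5 ± 2.71 in SP3 and 64.7 ± 30.0 in SP4 (SD, n = 3 arrays each). A probe set that the annotation shares between Klrb1b and Klrb1c, the gene of NK1.1, had means of 27.8 ± 5.17, 29.3 ± 8.42, 26.0 ± 4.05 and 61.2 ± 31.2 in the same order. Its SP4 vs SP1 log2 fold change was 0.74 (standard error 0.25, adjusted p = 0.314 from limma), and it passed the test with the replicate block (adjusted p = 0.0143). Cd8a, a marker of the double positive cells that the gate leaves out, varied between arrays of 1 subset, with means of 635 ± 526 in SP1, 130 ± 125 in SP2, 938 ± 879 in SP3 and 207 ± 174 in SP4. Cd44, an adhesion receptor abundant on activated and memory T cells, rose from 185 ± 33.4 in SP3 to 424 ± 36.0 in SP4, a log2 fold change of 1.14 (standard error 0.19, adjusted p = 0.0484 from limma, higher in 3 of 3 pairs). The call of Cd44 ended whichever of the 12 arrays was left out (adjusted p = 0.0511 to 0.283). Cd4 and Cd69 did not pass the test, at SP4 vs SP1 log2 fold changes of -0.27 (standard error 0.35) and -0.02 (standard error 0.33).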

Consistent with our cell purification strategy, CD25 and NK1.1 mRNAs were found to be expressed at extremely low levels both in arrays and in qRT-PCR (data not shown). Qa2 mRNA expression was largely restricted to SP4 cells in the array data and was confirmed by qRT-PCR (Figures 2a–b), agreeing well with the fact that Qa-2 was used as a marker to separate the SP4 cells. 

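Qa-2 is encoded by several similar genes, and the probe set read for it is shared by H2-Q7 and H2-Q9 in the annotation. Its mean intensity was 415 ± 204 in SP1, 522 ± 190 in SP2, 625 ± 140 in SP3 and 2201 ± 327 in SP4 (SD, n = 3 arrays each). Against SP1, the SP4 level rose by a log2 fold change of 2.50 (standard error 0.38, adjusted p = 0.0083 from limma, higher in 3 of 3 pairs). Against SP3 the log2 fold change was 1.80 (adjusted p = 0.142), which passed the test with the replicate block (adjusted p = 0.0032).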

Other genes such as Ccr4, Cd24, Il2rb, and MHC class I also showed similar expression patterns in the array, qRT-PCR, and flow cytometry (Figures 2 and 3).

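Il2rb, the receptor chain shared by interleukins 2 and 15, rose from 78.9 ± 15.8 in SP1 to 274 ± 51.6 in SP4 (SD, n = 3 arrays each). This was a log2 fold change of 1.61 (standard error 0.20, adjusted p = 0.00279 from limma, higher in 3 of 3 pairs). Cd24a, which encodes a surface glycoprotein of immature thymocytes, fell from 2494 ± 118 to 799.9 ± 93.8, a log2 fold change of -1.63 (standard error 0.19, adjusted p = 0.00196). Ccr4, the receptor of CCL17 and CCL22, had means of 108 ± 45.6 in SP1 and 45.3 ± 22.0 in SP4, a log2 fold change of -1.03 (standard error 0.44, adjusted p = 0.557) that passed the test with the replicate block (adjusted p = 0.00106). H2-K1 and H2-D1, the classical class I heavy chains, had SP4 vs SP1 log2 fold changes of 0.86 (standard error 0.20, adjusted p = 0.0781) and 0.99 (standard error 0.24, adjusted p = 0.0916). Both passed with the block (adjusted p = 0.000607 and 0.000329), and H2-K1 also when all of its probe sets were averaged (adjusted p = 0.033). H2-K1 had only probe sets ending in _x_at, and whether other class I genes, such as those of Qa-2, add to its signal was not tested. Of 14 measured genes of MHC class I and antigen presentation, 1 rose, none fell and 13 did not pass. When the p-values were adjusted over the list alone 7 rose, and 7 rose with the block. The riser was Tap1, a subunit of the peptide transporter, at a log2 fold change of 0.85 (adjusted p = 0.0399). Its call, and with it the count, ended without any SP1 or SP4 array, SP2 replicate 1, SP2 replicate 3 or SP3 replicate 3 (adjusted p = 0.0563 to 0.171). All 14 members had a mean log2 fold change above 0, with a median of 0.53. The list passed camera, limma's test of a list against the other genes (adjusted p = 1.7e-09, and adjusted p = 0.0133 with an estimated correlation, 0.0509 with the block).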

**Figure 2:**
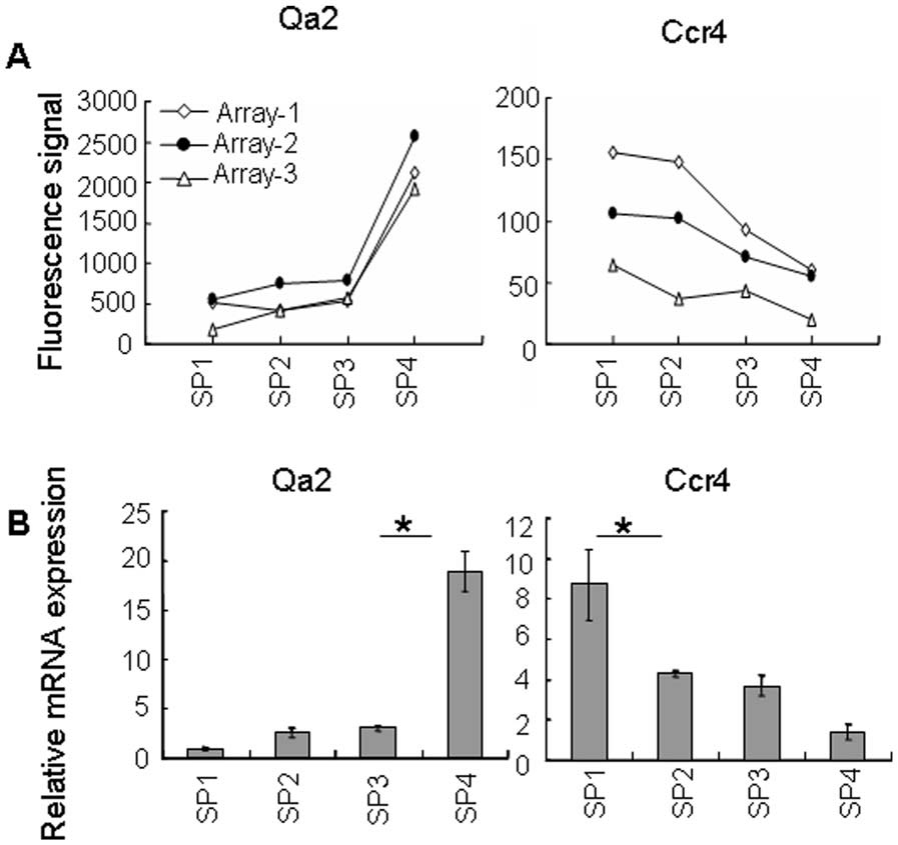
General validation of gene expression. (A) Gene expressions of Qa2 and Ccr4 in the four thymocyte subsets are revealed by the microarray analysis. (B) Quantitative RT-PCR results of Qa2 and Ccr4 transcripts in the four thymocyte subsets. Asterisks indicate significant (P<0.05) changes in each two-subset comparison. The experiment was performed for three times and similar results were obtained.

**Figure 3:**
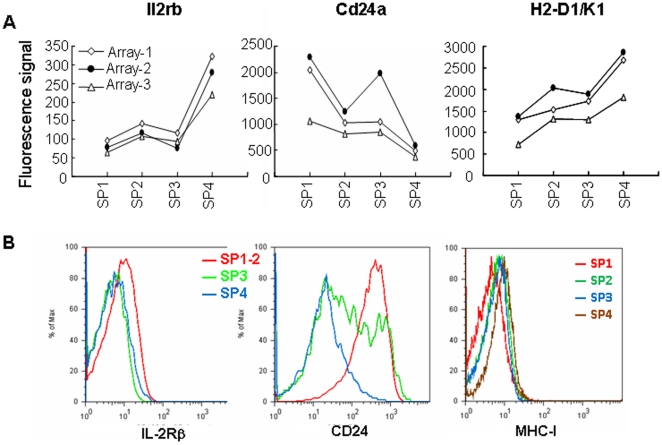
Expressions of Il2rb, Cd24, and H2-D1/K1 among the four subsets of CD4^+^ SP thymocytes. (A) Gene expression of Il2rb, Cd24a, and H2-D1/K1 by the microarray analysis. (B) Expression of IL-2Rβ, CD24, and MHC class I by flow cytometry.

### Overview of the differentially expressed genes

Sets of probes whose expression increased or decreased by two-fold or more in any comparison were identified (see Table 1 for the number of genes and Table S1 for details). It is interesting to note that the majority of differentially expressed genes were enhanced along the developmental pathway (from SP1 to SP4). 

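SP4 cells differed most from SP1 cells, with 248 probe sets of 174 genes higher in SP4 and 57 of 39 genes lower. Il18r1, a receptor chain for interleukin 18, rose from 59.7 ± 26.3 in SP1 to 660 ± 191 in SP4 (mean intensity ± SD, n = 3 arrays each). Its log2 fold change was 3.18 (standard error 0.36, adjusted p = 0.00157 from limma, higher in 3 of 3 pairs). Rflnb, which encodes a filamin-binding protein, rose from 49.1 ± 14.9 to 463 ± 67.8 (log2 fold change 2.90, standard error 0.21, adjusted p = 0.000125). Il4, a cytokine of T helper and NKT cells, and Zbtb16, which encodes the NKT cell transcription factor PLZF, rose by 2.94 and 2.85 on the log2 scale (adjusted p = 0.022 and 0.000178). The transcription factor gene Maf rose by 2.53 (adjusted p = 0.000174), where Zbtb16 and Maf were each read by the probe set of largest fold. Among the genes of largest fall were Chl1, a cell adhesion molecule read by the probe set of largest fold (log2 fold change -2.46, standard error 0.25), F13a1, a subunit of coagulation factor XIII (-2.27, standard error 0.31), and Asb2, which encodes a ubiquitin ligase subunit (-1.87, standard error 0.21). Their adjusted p-values were 0.000686, 0.00439 and 0.00159. Zcchc12, a transcriptional coactivator, and Lztfl1, a protein of ciliary transport read by the probe set of largest fold, fell, at log2 fold changes of -1.97 and -1.80 (adjusted p = 0.00865 and 0.00833). Of 23 markers of NKT and innate-like T cells, Il18r1, Il4 and Zbtb16 among them, 9 rose, none fell and 14 did not pass. Of these markers 16 rose when adjusted over the list alone, and 15 rose and 1 fell with the replicate block. Their median log2 fold change was 1.32 (camera adjusted p = 2.57e-21, and adjusted p = 0.0133 with an estimated correlation, 0.0509 with the block). With the block, 389 probe sets were higher in SP4 and 113 lower. The unblocked total of 305 became 193, 207 and 203 without SP1 replicate 1, 2 and 3, and 216 without SP4 replicate 1 or 2. The higher count of 248 became 151, 179 and 170 without SP1 replicate 1, 2 and 3, and 188 and 176 without SP4 replicate 1 and 2. The lower count of 57 became 28, 33 and 28 without SP1 replicate 2, SP1 replicate 3 and SP4 replicate 1. Il4 did not pass without SP1 replicate 1, 2 or 3 or SP4 replicate 2 (adjusted p = 0.0779 to 0.0944).

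**Figure D1:**
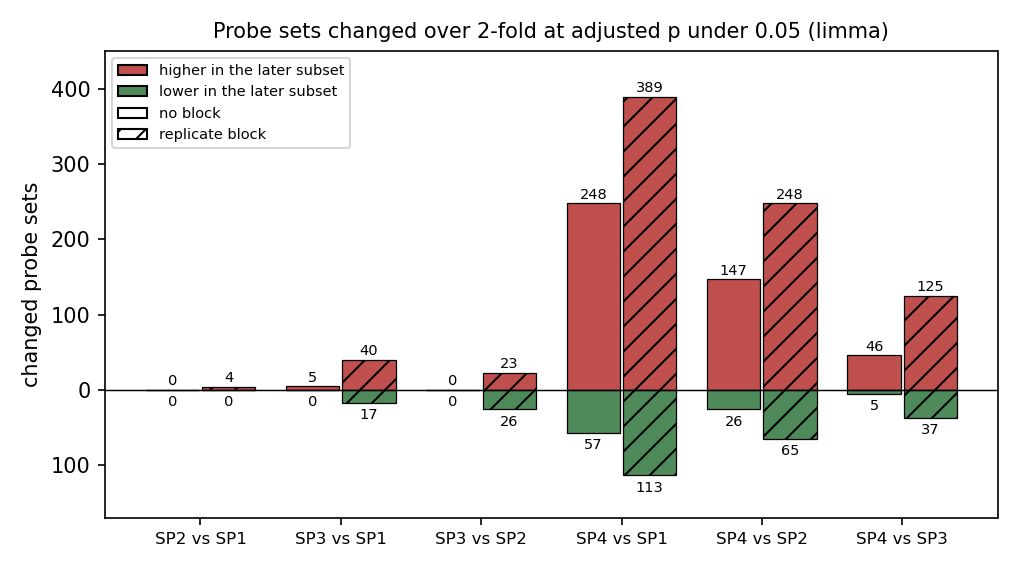
Probe sets that passed an adjusted p of 0.05 and a fold of 2 in each of the 6 comparisons (vertical axis, number of probe sets), with bars above 0 for those higher in the later subset and below 0 for those lower, plain without and hatched with the replicate block. SP4 vs SP1 has the tallest bars, at 248 higher and 57 lower without the block.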

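Genes that differed between SP4 and an earlier subset were mostly higher in SP4: 81.3% of the changed probe sets against SP1, 85.0% against SP2 (147 higher and 26 lower) and 90.2% against SP3. St8sia6, a sialyltransferase, had mean intensities of 87.4 in SP1, 196 in SP2, 337 in SP3 and 703 in SP4, and its SP4 vs SP1 log2 fold change was 2.83 (standard error 0.23, adjusted p = 0.000174 from limma). Between SP1 and SP3, 5 probe sets rose and none fell, of which 4 read Igfbp4, an insulin-like growth factor binding protein, and the other read St8sia6. These were named after their values had been seen, and the count fell when single arrays were left out. None passed without SP1 replicate 1, SP3 replicate 2 or SP3 replicate 3, 2 passed without SP1 replicate 2 or 3, and 3 without SP2 replicate 1. The SP4 vs SP2 total of 173 became 87 without SP2 replicate 1, 76 without SP2 replicate 2 and 90 without SP4 replicate 2. The higher count of 147 became 81, 71 and 79 without the same arrays. The lower count of 26 became 6 and 5 without SP2 replicate 1 and 2, and 10, 11 and 13 without SP4 replicate 1, 2 and 3. It became 15 without SP1 replicate 2 and 16 without SP3 replicate 2. With the replicate block, 77.5% were higher against SP1, 79.2% against SP2 (248 higher and 65 lower) and 77.2% against SP3, and 40 rose and 17 fell between SP1 and SP3.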

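Tnfrsf9, the costimulatory receptor 4-1BB that T cells express on activation, fell from 351 ± 117 in SP2 to 52.8 ± 22.4 in SP3 (SD, n = 3 arrays each) by the probe set of largest fold. This was a log2 fold change of -2.42 (standard error 0.17, adjusted p = 0.000101 in limma with the replicate block). In SP3 against SP2, Cd8b1 rose by 2.44 and Cd8a by 2.28 on the log2 scale with the block (adjusted p = 0.0347 and 0.0468). Endou, a ribonuclease, Arpp21, a phosphoprotein, and Nebl, an actin-binding protein, rose by 2.92, 2.02 and 1.94 by the probe set of largest fold (adjusted p = 0.0426, 0.0311 and 0.0355 with the block). Their probe sets of highest mean did not pass (adjusted p = 0.0611, 0.0836 and 0.0775). Syt13, a protein of vesicle traffic, rose by 1.75, and A930003A15Rik, a transcript of unknown function, by 1.44 (adjusted p = 0.0184 and 0.00585). Chl1, Akr1c18, a steroid dehydrogenase, and Nrgn, a calmodulin-binding protein, fell, at log2 fold changes of -1.40, -1.35 and -1.32 (adjusted p = 0.0145, 0.0137 and 0.0245). Rgs16, a regulator of G protein signalling, and Gpr83, a G protein-coupled receptor, fell, at -1.31 and -1.27 (adjusted p = 0.000428 and 0.0162), Rgs16 by the probe set of largest fold. C1qtnf12, a secreted protein, fell by 1.21 by the probe set of largest fold (adjusted p = 0.0415), and its probe set of highest mean did not pass (adjusted p = 0.063). Of 18 markers of cortical double positive thymocytes, Cd8a, Cd8b1, Endou, Arpp21 and Nebl among them, none passed without the block in SP3 against SP2 (12 had an unadjusted p under 0.05). When adjusted over the list alone 10 rose, and 3 rose with the block. The median log2 fold change was 1.69 (camera adjusted p = 2.55e-15, and adjusted p = 0.0962 with an estimated correlation). In SP2 against SP1, 2 genes rose with the block, each read by the probe set of largest fold. The larger rise, of a gene not named here, was 1.14 (adjusted p = 0.0369 with the block). In SP3 against SP2 the log2 fold change of that gene was -1.36 (adjusted p = 0.00385 with the block), by another probe set. Igfbp4 rose by 1.10 in SP2 against SP1 (adjusted p = 0.0393 with the block). Its probe set of highest mean had a log2 fold change of 0.94 and did not pass (adjusted p = 0.0821 with the block). Without the block, limma called 0 probe sets in SP2 vs SP1 and 0 in SP3 vs SP2, while 1237 and 1359 had an unadjusted p under 0.05 and a SAM-type statistic called 0 and 18. With the block, 4 rose and none fell in the first of these comparisons, and 23 rose and 26 fell in the other. The unblocked SP3 vs SP2 count became 1 without SP2 replicate 3, 2 without SP4 replicate 2 and 1 without SP4 replicate 3.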

Based on the Kohonen's self-organizing maps (SOM analysis), six patterns of expression kinetics of the differentially expressed genes in the four subsets were further established. Roughly, they could be grouped into three categories: gradual increase (Figures 4a–d), gradual decrease (Figure 4f), and others (Figure 4e). 

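Of the 337 probe sets that changed in any comparison by limma, 167 (49.6%) had a subset mean that rose at every step from SP1 to SP4 and 38 (11.3%) a mean that fell at every step. Igfbp4 is an example of the first order, at 534, 1152, 1988 and 3200 from SP1 to SP4, and Chl1 of the second, at 155, 120, 48.1 and 14.1, each by the probe set of largest fold. The probe set of highest mean of Chl1 did not follow that order, with an SP2 vs SP1 log2 fold change of 0.14. The other 132 probe sets followed neither order, among them Edaradd, an adaptor of ectodysplasin receptor signalling, whose means were 214, 102, 121 and 29.9 by the probe set of its largest fold. Among all probe sets on the array, 6.33% rose and 6.44% fell at every step. A probe set did not have to pass at each step to be counted, and without the block none passed in SP2 vs SP1 or SP3 vs SP2. The changed probe sets were chosen by comparisons between the same means, so these shares describe the order of the means alone. With the replicate block, 601 probe sets changed, of which 248 rose and 66 fell at every step. Without SP1 replicate 3 the count that rose was 108, and the count that fell was 21, 14, 18 and 25 without SP1 replicate 2, SP1 replicate 3, SP4 replicate 1 and SP4 replicate 2.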

Gene ontology (GO) analysis indicated that the genes within the gradual-increase category were related to such functions as immune response, lymphocyte activation, metabolic process, transcription, migration, and regulation of apoptosis. 

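Of 20 measured regulators of apoptosis, 0 passed by limma between SP1 and SP4, without or with adjustment over the list alone (5 had an unadjusted p under 0.05), and 11 had a log2 fold change above 0 and 9 below. With the replicate block, 2 rose and 3 fell, among them Bcl2l11, which encodes the death-promoting protein Bim, at a log2 fold change of -1.08 (adjusted p = 0.016) and Bcl2l1, which encodes the survival protein Bcl-xL, at -0.62 (adjusted p = 0.00547). Casp8, an initiator caspase, rose by 0.51 with the block (adjusted p = 0.0357). The list did not pass camera (adjusted p = 0.989), and its median of 0.02 and its test differed in sign. Among genes of metabolism, 14 of glycolysis had a median log2 fold change of -0.30, and 0 passed by limma (1 had an unadjusted p under 0.05, camera adjusted p = 0.0792). With the block, 2 of them fell, Hk2 and Pkm, enzymes of the first and last steps of the pathway (log2 fold changes -0.54 and -0.42, adjusted p = 0.0367 and 0.0428). The list passed camera in the blocked fit (adjusted p = 0.00632, and adjusted p = 0.126 with an estimated correlation).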

The KEGG pathway analysis revealed that cytokine-cytokine receptor (including chemokine-chemokine receptor) interaction, cell adhesion molecules, Jak-STAT signaling pathway, and immune response-related pathways were among the most significant pathways (Table S2). These data suggest that acquiring appropriate capabilities of migration, cytokine production, and immune function may be the major events in SP thymocyte development.

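Of 24 measured cytokine receptor genes, 7 rose from SP1 to SP4, none fell and 17 did not pass. Of them 9 rose when adjusted over the list alone, and 10 rose and 1 fell with the replicate block. Il18rap, the other chain of the interleukin 18 receptor, rose by 1.42 on the log2 scale (standard error 0.17, adjusted p = 0.00201 from limma) and Il17ra, a chain of the interleukin 17 receptor, by 0.90 (standard error 0.14, adjusted p = 0.0104). The median of the list was 0.34 (camera adjusted p = 1.01e-09, and adjusted p = 0.0116 with an estimated correlation, 0.0509 with the block), and 4 of its members are also on the list of NKT and innate-like T cell markers. Il2rb, Il6ra, Tnfrsf25 and Tgfbr2, 4 of the 7 that rose, are immune function genes that the study chose on these arrays, so the count and the test are not independent of that choice. Among 18 chemokine receptors, 4 of them migration genes that the study names, 2 rose, 1 fell and 15 did not pass. Adjusted over the list alone, 5 rose and 2 fell, and with the block 6 and 2 (camera adjusted p = 0.0236, and adjusted p = 0.232 with an estimated correlation). Cxcr3, the receptor of the interferon-induced chemokines, rose from 55.7 ± 16.2 in SP1 to 249 ± 82.0 in SP4 (SD, n = 3 arrays each), and Ccr2, the receptor of CCL2, by 1.36 on the log2 scale (adjusted p = 0.00515 and 0.00365). Both are also markers of other cells on the lists read here, Cxcr3 of NKT and memory T cells and Ccr2 of memory T cells and myeloid cells. Of 19 integrins and adhesion molecules, 4 rose, none fell and 15 did not pass. When adjusted over the list alone 6 rose, as did 6 with the block (camera adjusted p = 6.12e-05, and adjusted p = 0.0341 with an estimated correlation, 0.115 with the block). Itgb7, the β7 integrin chain, and its partners Itgae and Itga4 rose by 1.73, 2.52 and 1.04 (adjusted p = 0.00176, 0.0162 and 0.0221). Itga6, which pairs with other β chains, rose by 1.11 (adjusted p = 0.0207). Of these integrins, Itgae is also on the list of regulatory T cell markers read here. Without 1 array, the counts of cytokine receptors were 4 without SP1 replicate 1 or 2, and those of integrins 2 without SP1 replicate 1, SP1 replicate 3, SP4 replicate 2 or SP4 replicate 3 and 1 without SP4 replicate 1. Il17ra did not pass without SP1 replicate 1 (adjusted p = 0.0573), Itgae without any SP4 array (0.051 to 0.0625). Itga4 did not pass without SP1 replicate 1, SP1 replicate 3, SP4 replicate 1 or SP4 replicate 2 (0.0622 to 0.105), and Itga6 without any SP1 array, SP4 replicate 1 or SP4 replicate 3 (0.0503 to 0.1). From the functions and pathways of these genes, the paper proposes that gaining migration, cytokine production and immune function may be the major events of SP development.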

**Figure 4:**
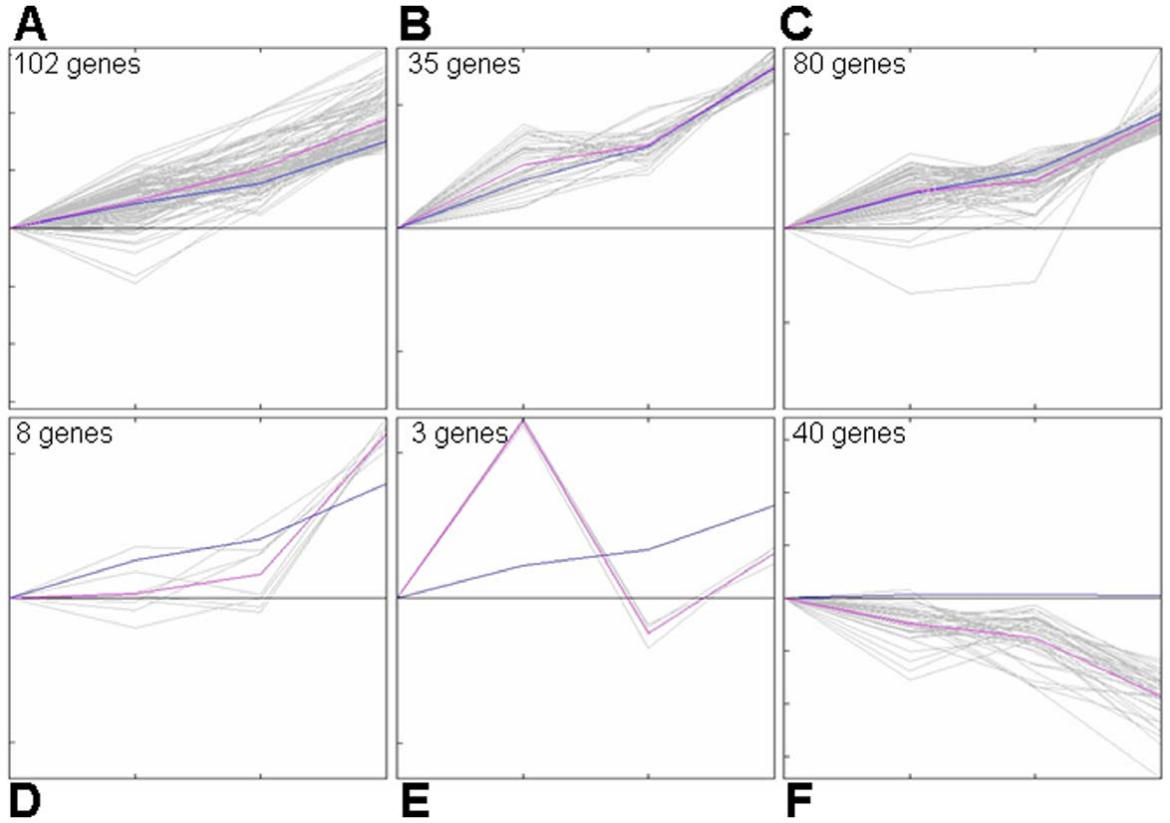
Patterns of expression kinetics among the four subsets of CD4 single positive thymocytes based on SOM analysis. (A–F) Six patterns of expression kinetics are shown.

**Table 1:** Numbers of genes that are differentially expressed among the four subsets.

	Numbers of genes increased	Numbers of genes decreased
SP2 vs. SP1	4	0
SP3 vs. SP1	22	0
SP3 vs. SP2	20	20
SP4 vs. SP1	253	28
SP4 vs. SP2	160	14
SP4 vs. SP3	93	3

The numbers of genes that had greater than a 2-fold change in each two-subset comparison were separately listed as numbers of genes increased and decreased.

### Molecular signatures of functional maturation of SP thymocytes

By comparing various SP subsets directly purified from the thymus, we have shown that upon anti-CD3 and anti-CD28 stimulation *in vitro*, the SP1 and SP2 thymocytes undergo apoptosis and produce little or no cytokines whereas SP3 and SP4 cells have increased capabilities of proliferation and cytokine production [53]. This increase of functional competence along with the SP development was supported at the molecular level by the up-regulation of a variety of mRNAs including MHCs (Figures 3a–b), costimulatory molecules (Icos, Ctla4, Pdcd1, Tnfsf8), cytokines and their receptors (Il2rb, Il6ra, Tnfsf8, Tnfrsf25, Tgfbr2), and transcription factors and intracellular proteins that regulate immune responses (Pik3cd, Ppp3cc, Malt1, Ctss, Dtx1) (Figure 5a). Most of these significantly up-regulated molecules had highest expression in the cells at the SP4 stage, indicating the importance of this stage in the functional maturation of SP thymocytes. This gain of immune competence at the molecular level was further supported at the cellular level. 

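Of the 15 measured genes that the study names for immune function, 10 rose from SP1 to SP4, none fell and 5 did not pass (14 rose when adjusted over the list alone). Because the study chose these genes on the same arrays, the counts and the test of the list are not independent evidence of their direction. Tnfsf8, the ligand of CD30, rose from 42.7 ± 5.59 to 140 ± 44.5 (mean intensity ± SD, n = 3 arrays each), a log2 fold change of 1.38 (standard error 0.21, adjusted p = 0.00952 from limma). Tnfrsf25, a death domain receptor, rose by 1.34 (standard error 0.22, adjusted p = 0.0122). Ppp3cc, a catalytic subunit of calcineurin, rose by 1.04 (standard error 0.17, adjusted p = 0.0117), and Ctss, a protease of antigen processing, by 1.22 (standard error 0.20, adjusted p = 0.0141). Icos, Ctla4 and Malt1 had log2 fold changes of 1.10 (standard error 0.38), 1.21 (standard error 0.41) and 0.80 (standard error 0.37) that did not pass (adjusted p = 0.363, 0.34 and 0.645). With the replicate block all 15 rose, these 3 at adjusted p = 0.00124, 0.00296 and 0.0109, and Malt1 also rose when its probe sets were averaged (adjusted p = 0.0151). The list had a median of 1.18 (camera adjusted p = 3.87e-25, and adjusted p = 0.00679 with an estimated correlation, 0.0509 with the block). Of its members, Il2rb is also on the lists of NKT and innate-like T cell markers and of activated or memory T cell markers. Ctla4 is also on the list of regulatory T cell markers. Tnfsf8 and Ppp3cc did not pass without SP1 replicate 1 (adjusted p = 0.0549 and 0.0644), Tnfrsf25 without SP1 replicate 2 or 3 (0.0501 and 0.056), and Ctss without SP1 replicate 1, SP1 replicate 3 or SP4 replicate 2 (0.0628 to 0.0695). Without SP1 replicate 1, 2 or 3 or SP4 replicate 1, 2 or 3, the 10 calls became 2, 4, 4, 6, 4 and 6.

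**Figure D2:**
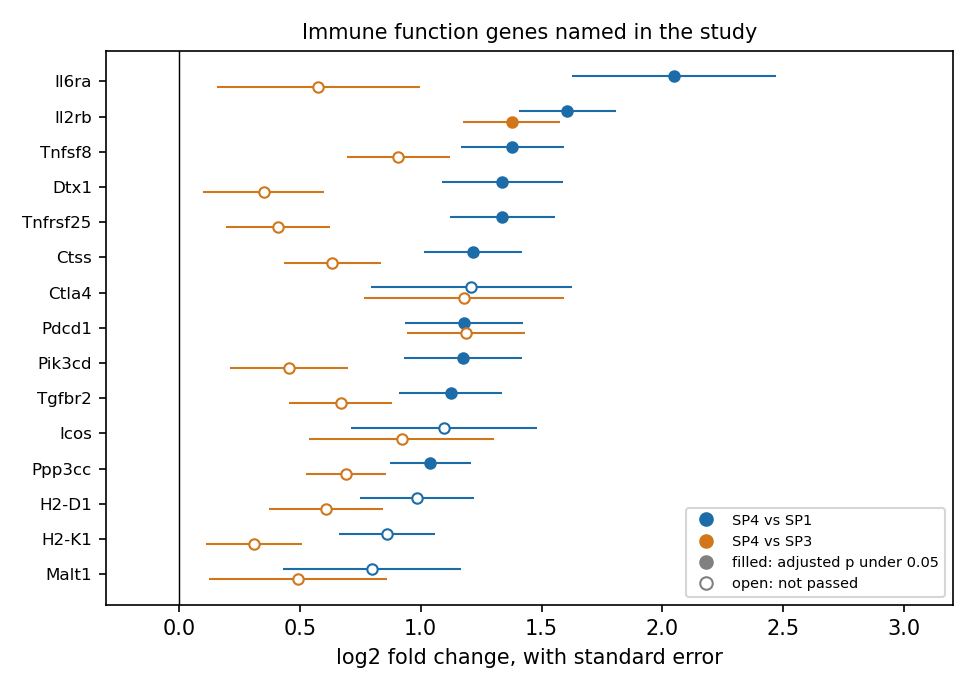
SP4 vs SP1 (blue) and SP4 vs SP3 (orange) log2 fold changes of 15 immune function genes, with the standard error as the bar and filled points for an adjusted p under 0.05 by limma without the block. Il6ra has the largest SP4 vs SP1 value, at 2.05, and Malt1 the smallest, at 0.80.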

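Il6ra, the interleukin 6 receptor, rose by 2.05 on the log2 scale from SP1 to SP4 (standard error 0.42, adjusted p = 0.0429 from limma). Dtx1, a regulator of Notch signalling, rose by 1.34 (standard error 0.25, adjusted p = 0.0261), and Tgfbr2, a TGF-β receptor, by 1.12 (standard error 0.21, adjusted p = 0.0282). Pdcd1, the inhibitory receptor PD-1, rose by 1.18 (standard error 0.25) and Pik3cd, a catalytic subunit of PI 3-kinase, by 1.17 (standard error 0.24), at adjusted p = 0.0458 for each, and all of these genes were higher in 3 of 3 pairs. These 5 calls, at adjusted p = 0.0261 to 0.0458, each ended without any 1 of several arrays. For Il6ra, Tgfbr2, Pdcd1 and Pik3cd these took in SP2 or SP3 arrays, which are not part of the comparison. Leaving out an array also leaves fewer arrays to estimate the spread, so reliance on a single array is not shown. Il6ra did not pass without any SP1 or SP4 array, SP2 replicate 1, SP3 replicate 1 or SP3 replicate 2 (adjusted p = 0.0551 to 0.179), and Dtx1 without any SP1 or SP4 array (0.0532 to 0.117). Tgfbr2 did not pass without SP1 replicate 1 or 2, SP3 replicate 2 or any SP4 array (0.0533 to 0.131), and Pdcd1 without any array but SP2 replicate 3 and SP4 replicate 1 (0.0503 to 0.193). Pik3cd did not pass without any SP1 array, SP2 replicate 1, SP3 replicate 1 or 3, or SP4 replicate 1 or 2 (0.0563 to 0.184). Of 21 costimulatory molecules in general, 3 rose, none fell and 18 did not pass, and 4 of the 21, 2 of them among the risers, are immune function genes that the study chose on these arrays. When adjusted over the list alone 3 rose, and with the replicate block 7 rose and 3 fell (camera adjusted p = 0.0381, 0.0857 with the block, and adjusted p = 0.362 with an estimated correlation). Without SP1 replicate 1, 2 or 3 or SP4 replicate 2 or 3, 1 costimulatory molecule passed in place of 3.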

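All 15 immune function genes of the study had their highest subset mean in SP4, and 7 of them rose at every step from SP1 to SP4. Tgfbr2 had means of 1067 ± 161, 1543 ± 304, 1480 ± 324 and 2348 ± 409 from SP1 to SP4 (SD, n = 3 arrays each), and Ctss of 1098 ± 155, 1425 ± 289, 1669 ± 384 and 2565 ± 233. Of the 337 changed probe sets, 273 (81.0%) were highest in SP4, 55 in SP1, 9 in SP2 and 0 in SP3, and with the replicate block 443 of 601 (73.7%) were highest in SP4. The count of 273 became 182 to 271 when 1 array was left out, lowest without SP1 replicate 1. Against SP3, Il2rb was the 1 gene of the 15 that passed, at a log2 fold change of 1.38 (standard error 0.20, adjusted p = 0.03 from limma), and 8 rose when adjusted over the list alone. Its call ended without SP1 replicate 1, SP2 replicate 1 or 2, any SP3 array, or SP4 replicate 1 or 2 (adjusted p = 0.0511 to 0.196), and with the block 7 genes rose against SP3. From the highest expression of most of these genes at the SP4 stage, the paper reasons that this stage is important for the functional maturation of SP thymocytes.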

When the same number of purified SP3, SP4 thymocytes and naïve CD4^+^ T cells from C57BL/6 Ly5.1 mice were adoptively transferred into congenic Ly5.2 mice, similar levels of donor T cell activation were observed seven days after Listeria monocytogenes infection of the host (Figure 5b). Surprisingly, unlike our previous finding that the SP3 cells proliferate less and produced less cytokines in vitro compared to the SP4 cells, we didn't see such significant differences in vivo. The functional maturation of the SP3 cells in the periphery, like that of the recent thymic emigrants (RTEs), may partially explain the differences between in vitro and in vivo [54], [55] (data not shown).

**Figure 5:**
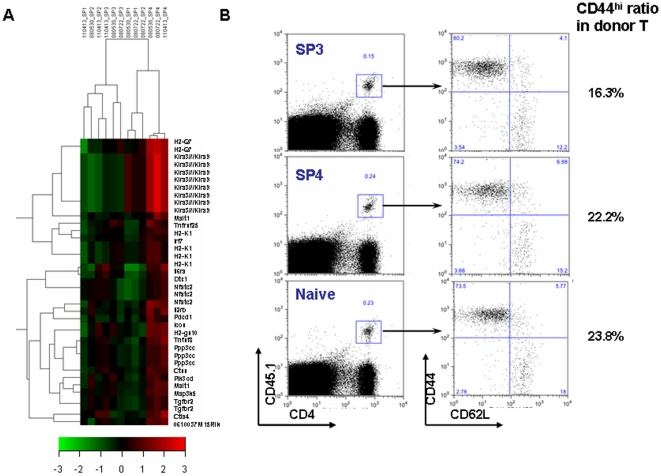
CD4 SP thymocytes gradually acquire immuno-competence. (A) Expression profiles of the immune-related genes among the four subsets. The profile was generated by hierarchical clustering using GeneCluster 2.0 package. All data from three array repeats were shown (080530_SPx, 080722_SPx, and 110413_SPx, x represents 1 to 4). Red represents up-regulation of gene expression, and green represents down regulation of gene expression. The entire list of genes is available in Table S2. (B) Similar activation of SP3, SP4 thymocytes and naïve CD4^+^ T cells upon Listeria Monocytogenes (Lm) infection. Purified SP3, SP4 thymocytes and naïve CD4^+^ T cells from C57BL/6 Ly5.1 congenic mice were adoptively transferred into C57BL/6 Ly5.2 mice (9×10^6^ per host mouse). One day later, the host mice were challenged with 2×10^4^ live Lm via tail vein injection. On day 7 of the infection, the cells from the lymph nodes and spleens were harvested and stained with CD45.1, CD4, CD44, and CD62L. The donor cells with the expression of both CD45.1 and CD4 are gated (shown in left paneal). The expression of CD44 and CD62L of donor cells (CD45.1^+^CD4^+^) are shown on the right panel.

### Regulation of migration and adhesion during SP maturation

The migration of SP thymocytes from the cortex to the medulla and the migration of SP thymocytes on medullary stroma are important for proper SP maturation and negative selection. The egress of SP cells from the thymus to the periphery also requires the cells capable of responding to the guidance from the periphery. Adhesion molecules and directional cues that are either attractive or repulsive may all contribute to the cell migration. 

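Among 41 chemokine receptors, integrins, adhesion molecules and migration genes named by the study, 8 rose from SP1 to SP4, 1 fell and 32 did not pass by limma. Of the 8 measured migration genes that the study names, S1pr1 and Klf2 rose, Ccr9 fell and 5 did not pass. When adjusted over the list alone 4 rose and 3 fell, and 4 and 3 with the replicate block. This is not independent evidence, since the study chose them on these arrays. Their list went both ways and did not pass camera (adjusted p = 0.133). In SP2 vs SP1 and SP3 vs SP2, 0 of the 41 passed by limma (6 and 11 had an unadjusted p under 0.05), and with the block 1 rose and 1 fell in the latter. These were S1pr1 and Ccr8, a receptor of regulatory and activated T cells (log2 fold change -1.12, adjusted p = 0.0165 with the block). Over all 4 subsets, 7 of the 41 had means that rose and 4 had means that fell at every step, and with the block 15 rose and 3 fell from SP1 to SP4.

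**Figure D3:**
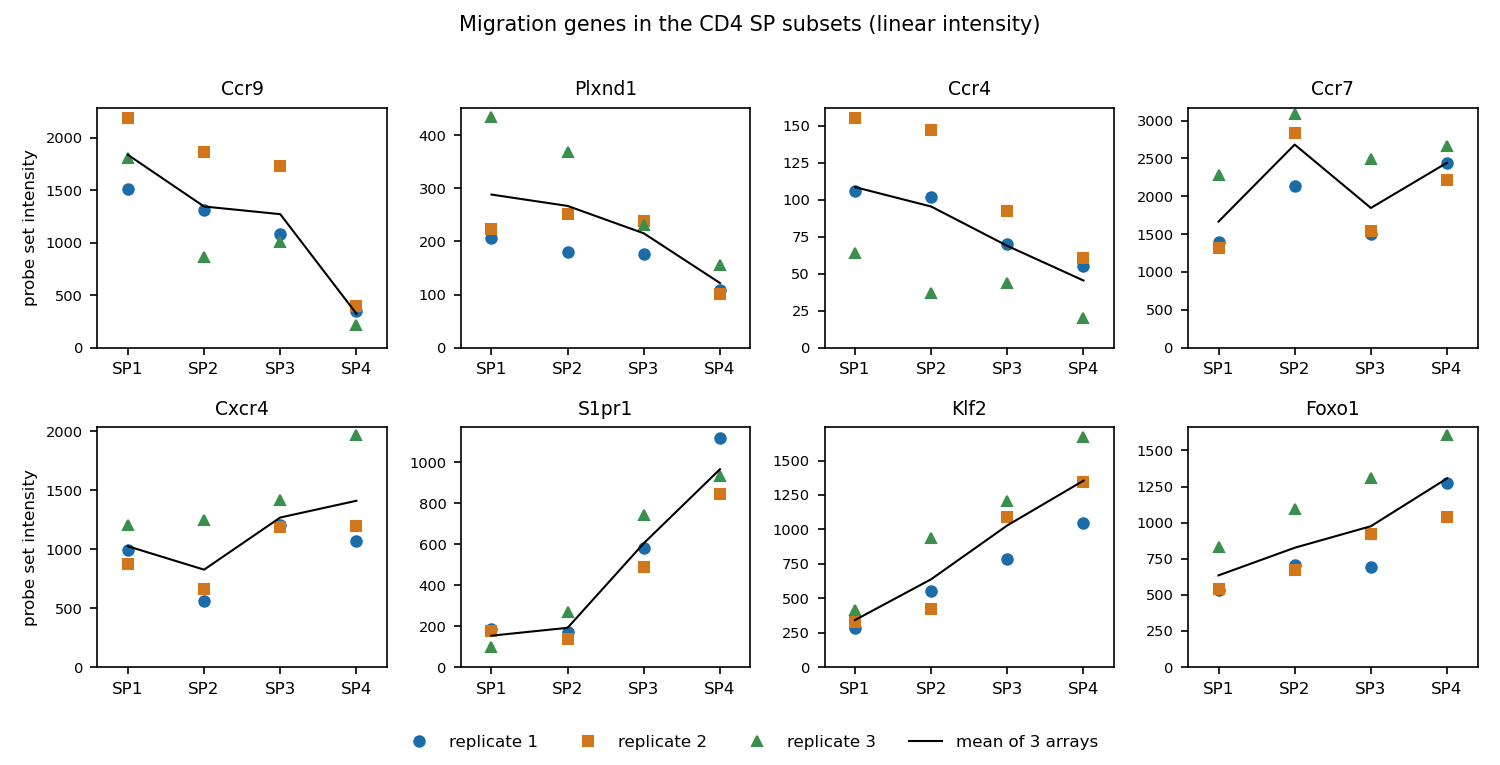
Probe set intensity (linear, 1 point per array, colour and shape by replicate number) of 8 migration genes in SP1 to SP4, with lines through the means of 3 arrays. Mean S1pr1 is 153 in SP1 and 966 in SP4, and mean Ccr9 is 1839 in SP1 and 324 in SP4.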

As can be seen in our array data, there are a variety of changes in gene expression of chemokine receptors, adhesion molecules, cytokeletal molecules, signaling molecules, and other factors known to regulate cell motility in other systems (Figure 6a). The kinetics of these changes can be grouped into gradual increase and gradual decrease patterns as described previously. 

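Ccr9, the receptor of the thymic chemokine CCL25, had mean intensities of 1839 ± 337 in SP1, 1346 ± 501 in SP2, 1273 ± 396 in SP3 and 324 ± 92.2 in SP4 (SD, n = 3 arrays each). It fell from SP1 to SP4 by a log2 fold change of -2.47 (standard error 0.31, adjusted p = 0.00299 from limma, lower in 3 of 3 pairs) and from SP3 to SP4 by -1.92 (adjusted p = 0.0434). Between SP1 and SP2 the log2 fold change was -0.50 (standard error 0.31, adjusted p = 1, unadjusted p = 0.139), and with the replicate block it did not pass either (adjusted p = 0.466). The SP3 to SP4 call ended without any array but SP1 replicate 3 and SP2 replicate 3 (adjusted p = 0.0511 to 0.204).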

Interestingly, only one gene, Ccr9, fell into the continuously decreased expression profile. The decrease of Ccr9 mRNA level was confirmed by qRT-PCR in which the amount of Ccr9 transcript was significantly down-regulated in the SP2 cells and was lowest in the SP4 (Figure 6b). CCR9 is expressed in DP thymocytes and activated DP respond to CCR9 ligand (CCL25) expressed by cortical epithelial cells [34], [56]. The down-regulation of Ccr9 in SP2 thymocytes may relieve this subpopulation from retaining in the thymic cortex. PlexinD1 has been shown to suppress CCR9/CCL25 signaling and facilitate the medullary entry of positively selected CD69^+^ thymocytes [41]. Unlike the results from the array data where no significant differences were found, those from qRT-PCR showed high levels of Plxnd1 transcripts in SP1 and SP2 cells but significantly lower levels in SP3 and SP4 cells (Figure 6c). 

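Plxnd1, which encodes the semaphorin receptor plexin D1, had array means of 288 ± 127 in SP1, 267 ± 95.5 in SP2, 215 ± 33.8 in SP3 and 122 ± 29.6 in SP4 (SD, n = 3 arrays each). The SP4 vs SP1 log2 fold change was -1.09 (standard error 0.31) and did not pass (adjusted p = 0.182 from limma), although it was lower in 3 of 3 pairs and passed with the replicate block (adjusted p = 0.00194). Between SP1 and SP2 the log2 fold change was -0.08 (standard error 0.31, adjusted p = 1, and 0.915 with the block).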

Compared to SP1 cells, the higher level of Plxnd1 in SP2 seems to correlate with the lower level of Ccr9 in these cells, facilitating their cortex-to-medulla migration. CCR7 is also an essential molecule in this type of migration [33], [38], [57]. Its deficiency leads to the accumulation of SP thymocytes in the cortex and the development of autoimmunity [33], [57]. Interestingly, the transcripts of Ccr7 were rather low in the newly generated SP thymocytes (SP1 cells), but were quickly up-regulated and maintained at high levels afterwards with the highest expression at the SP2 stage (Figure 6e). These expression patterns between SP1 and SP2 cells indicate that the cells at the SP2 stage might be the main population capable of migrating from the cortex to the medulla. The down-regulation of Ccr9 and up-regulation of Ccr7 and Plxnd1 may be coordinated to direct the SP2 thymocytes to enter the medulla. Other molecules that may contribute to the cortex-to-medulla migration include CCR4 and CXCR4. The expression of CCR4 in the thymocytes was reported to increase after positive selection while its ligands were produced predominantly in the medullary CD80^hi^ epithelial cells [58], [59], [60], [61]. CXCR4 also changes after positive selection but its role in the medullary entry is not very clear [62], [63], [64]. However, in our array and qRT-PCR results, the level of Ccr4 transcript was highest in the SP1 cells (a population that is likely derived from DPs after positive selection) and significantly down-regulated in the SP2 and other subgroups (Figures. 2a–b) whereas that of Cxcr4 showed a transient and mild (though significant) increase in the SP2 cells (Figure 6d). Thus, CCR4 and CXCR4 may not play a major role in directing the medullary entry.

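Ccr4 had mean array intensities of 95.3 ± 55.5 in SP2 and 68.7 ± 24.4 in SP3 (SD, n = 3 arrays each), both below the SP1 mean. The SP2 vs SP1 log2 fold change was -0.24 (standard error 0.44) and did not pass (adjusted p = 1 from limma, and 0.688 with the replicate block), while Ccr4 was lower in SP2 in 3 of 3 pairs. Cxcr4, the receptor of the stromal chemokine CXCL12, had means of 1024 ± 168 in SP1, 826 ± 369 in SP2, 1268 ± 126 in SP3 and 1410 ± 484 in SP4. Its log2 fold change was -0.38 (standard error 0.30) in SP2 vs SP1 and 0.69 (standard error 0.30) in SP3 vs SP2, and neither passed (adjusted p = 1 for both, and 0.596 and 0.139 with the block).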

**Figure 6:**
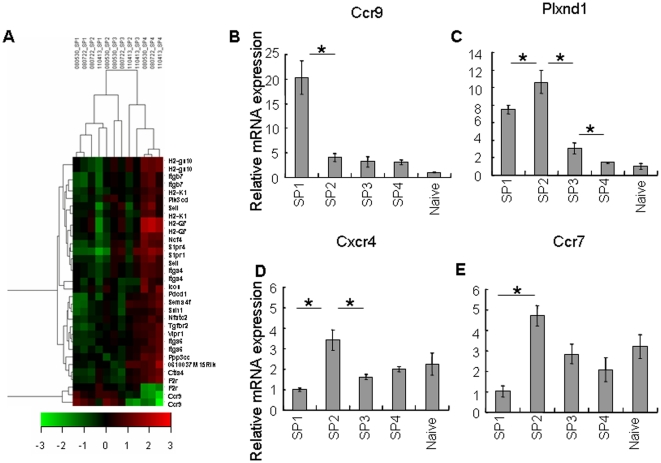
Molecular basis of the adhesion and migration of CD4 SP thymocytes during their final maturation process. (A) Expression profiles of the adhesion/migration-related genes among the four subsets. The profile was generated by hierarchical clustering using GeneCluster 2.0 package. All data from three array repeats were shown (080530_SPx, 080722_SPx, and 110413_SPx, x represents 1 to 4). Red represents up-regulation of gene expression, and green represents down regulation of gene expression. The entire list of genes is available in Table S2. (B–D) Gene expression of chemotactic molecules that have been reported to change after positive selection. Relative mRNA level of Plxnd1 (B), Ccr9 (C), Cxcr4 (D), and Ccr7 (E) in the four subsets of CD4 SP thymocytes as determined by qRT-PCR. Asterisks indicate significant (p<0.05) changes compared between the two subsets. Three experiments were performed on RNAs from three independently isolated cell populations for each thymocyte subset and similar results were seen.

Eighteen genes demonstrated continuously increased kinetics in the microarray data. Among them, S1pr1 (S1P_1_) and Sell (CD62L) showed an up-regulation in the SP3 and SP4 subsets (data not shown). This trend of expression was confirmed by qRT-PCR of S1pr1 (Figure 7a) and FACS staining of CD62L (Figure 7b). It has been reported that both mature SP thymocytes and RTEs highly express S1P_1_ and CD62L [15], [21]. 

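S1pr1, the sphingosine 1-phosphate receptor that guides cells out of the thymus, had mean intensities of 153 ± 49.2 in SP1, 191 ± 67.8 in SP2, 604 ± 130 in SP3 and 966 ± 140 in SP4 (SD, n = 3 arrays each). It rose from SP1 to SP4 by a log2 fold change of 2.58 (standard error 0.28, adjusted p = 0.00138 from limma, higher in 3 of 3 pairs). From SP2 to SP3 the log2 fold change was 1.61 (standard error 0.28, adjusted p = 0.305), which passed with the replicate block (adjusted p = 0.0303). From SP3 to SP4 it was 0.67 (adjusted p = 0.978, and 0.319 with the block). Of 15 measured genes of emigrants and naive T cells, S1pr1 among them, 7 rose from SP1 to SP4, none fell and 8 did not pass. S1pr1, Klf2, Ccr7 and Foxo1 are also migration genes that the study names, the first 2 of them among the 7, so the count and the test of the list are not independent of that choice. When adjusted over the list alone 8 rose and 2 fell, and 9 rose and 1 fell with the block. S1pr4, another sphingosine 1-phosphate receptor, rose from 126 ± 13.5 to 462 ± 82.8, Klf3, a Krüppel-like factor, from 218 ± 12.6 to 744 ± 152, and Cd55, an inhibitor of complement, from 16.5 ± 3.04 to 86.4 ± 18.3 (log2 fold changes 1.74, 1.68 and 1.64, adjusted p = 0.000558, 0.00647 and 0.000558). The median of the list was 1.03 (camera adjusted p = 1.64e-09, and adjusted p = 0.0133 with an estimated correlation, 0.0509 with the block).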

The surface receptor S1P_1_ allows SP thymocytes being exported from the thymus in response to S1P present in the circulation as well as produced by a thymic stromal cell type such as neural crest-derived perivascular cells [14], [15], [65], [66], [67]. CD62L enables the emigrants homing to the secondary lymphoid organs (SLO). We thus further examined the chemotaxis of SP thymocytes towards S1P. Consistent with the high expression of the receptor, S1pr1, in the SP4 subset, only cells from this group migrated towards S1P in a comparative way as naïve CD4^+^ T cells (Figure 8a). As a control of the migration assay, we chose CCL19 because the expression pattern of its receptor, CCR7, was different from that of S1pr1. The level of CCR7 transcripts was high in most of the CD4^+^ SPs except the cells at the SP1 stage (Figure 6e). Furthermore, CCR7 is essential in both cortex-to-medulla migration in the thymus and SLO homing in the periphery [68], [69]. Unexpectedly, however, the SP2 and SP3 cells did not respond to CCL19 as efficiently as the SP4 and naïve T cells (Figure 8b). Although the cause for this discrepancy is unclear, the results of both migration assays provide the functional evidence that the SP4 cells may be best equipped to leave the thymus. Indeed, when FITC was introduced into adult mice via intrathymic injection (a common approach to study RTEs), most of the FITC positive CD4^+^ T cells in the periphery (lymph nodes and spleen) had a Qa-2^+^CD69^-^ phenotype (SP4 phenotype) (Figure 8c). When purified SP1 thymocytes were injected into the thymus, we also found that most of the cells being exported had a SP4 phenotype [53]. In addition, studies with RAG2p-GFP transgenic mice by Fink group and ours consistently found that most of the GFP^hi^ T cells (representing RTEs) in the periphery of the adult mice have a Qa-2^+^ phenotype [54] (and data not shown). Together, these data suggest that the SP4 subset is the one in the thymus that acquires the capability to egress.

**Figure 7:**
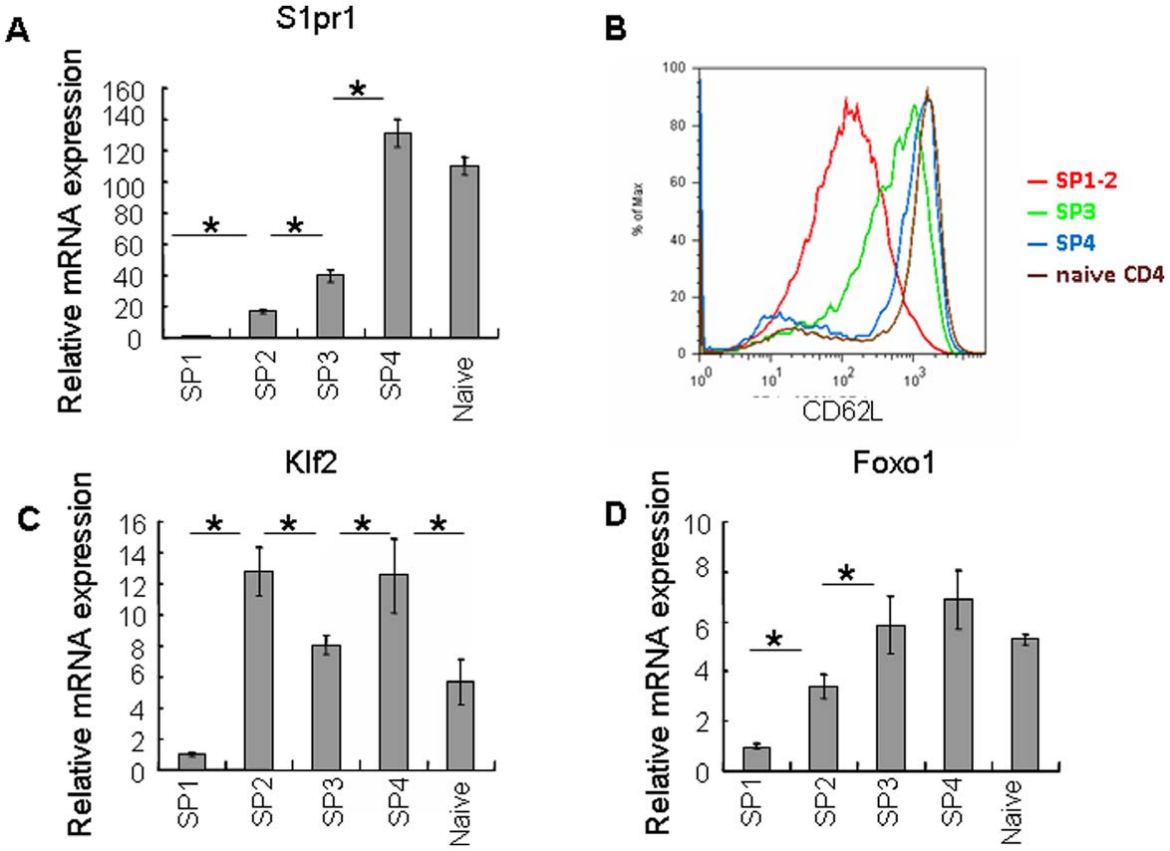
Expression of genes that are involved in the thymocyte migration and in Foxo1-Klf2 axis. (A, C–D) Relative mRNA amount of S1pr1, Klf2, and Foxo1 in naïve CD4^+^ T cells and the four subsets of CD4 SP thymocytes as determined by real time RT-PCR. (B) Expression of CD62L as determined by flow cytometry in peripheral naïve CD4^+^ T cells, double positive thymocytes, and the four subsets of CD4 single positive thymocytes. Asterisks indicate significant (p<0.05) change compared between the two subsets. The experiment was repeated for two to three times and similar results were seen.

**Figure 8:**
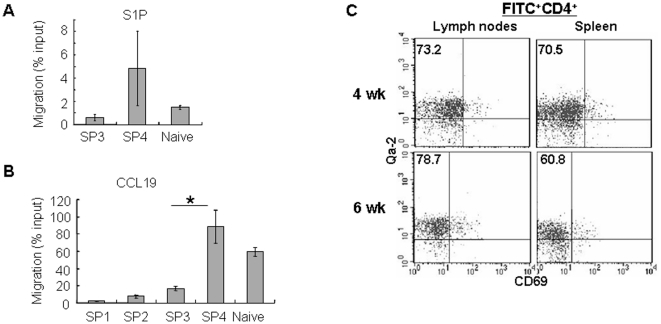
Cells with the SP4 phenotype are the main population in RTEs. (A-B) Transwell migration of SP thymocytes and naïve CD4^+^ T cells to S1P (A) and CCL19 (B). Three experiments were performed and the mean and standard deviation were shown. Asterisks indicate significant (P<0.05) difference between SP3 and SP4 subsets. (C) Phenotype of RTEs. Twenty-four hours after intrathymic injection of FITC, the cells from the lymph nodes and spleen were harvested and stained with CD4, Qa-2 and CD69. The surface expression of Qa-2 and CD69 in FITC^+^CD4^+^ T cells are shown. The numbers represent the percentage of Qa-2^+^CD69^-^ cells in FITC^+^CD4^+^ T cells. The experiment was repeated for two more times and similar results were obtained.

Kruppel Like Factor 2 (KLF2) is reported to directly regulate the expression of egress-enabling molecules S1P_1_ and CD62L [21], [70], [71]. Foxo1 has also been shown to be involved in regulating CD62L expression. Other molecules that are regulated by Foxo1 include KLF2 and CCR7. Mice deficient in Klf2 or Foxo1 were found to have similar failures in thymic egress as those lack S1P_1_ [68], [71], [72]. In our array data, both Klf2 and Foxo1 presented a gradually increased expression pattern from SP1 to SP4 cells whereas the qRT-PCR of Klf2 showed a significant (P<0.05) and sudden increase at SP2 (Figures 7c–d and data not shown). This significant (P<0.05) and abrupt up-regulation at the SP2 subpopulation was also seen in Ccr7 by both microarray and real time PCR (Figure 6e and data not shown). 

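Klf2, a Krüppel-like transcription factor, had array means of 341 ± 68.2 in SP1, 638 ± 268 in SP2, 1029 ± 218 in SP3 and 1354 ± 315 in SP4 (SD, n = 3 arrays each). It rose from SP1 to SP4 by a log2 fold change of 1.93 (standard error 0.29, adjusted p = 0.00854 from limma). From SP1 to SP2 the value was 0.81 (standard error 0.29, adjusted p = 1, unadjusted p = 0.0176, higher in 3 of 3 pairs, and adjusted p = 0.171 with the replicate block). Foxo1, a forkhead transcription factor, had means of 635 ± 170, 826 ± 235, 975 ± 314 and 1306 ± 284 in the same order, and its SP4 vs SP1 log2 fold change of 1.03 (standard error 0.29) did not pass (adjusted p = 0.167). Foxo1 passed with the block (adjusted p = 0.000645), when its probe sets were averaged (adjusted p = 0.00793) and without probe sets that end in _x_at or _s_at (adjusted p = 0.00877).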

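Ccr7, the receptor of CCL19 and CCL21, had array means of 1666 ± 537 in SP1, 2684 ± 492 in SP2, 1846 ± 565 in SP3 and 2444 ± 227 in SP4 (SD, n = 3 arrays each). The SP2 vs SP1 log2 fold change of 0.71 (standard error 0.25) was positive in 3 of 3 pairs and did not pass (adjusted p = 1 from limma, unadjusted p = 0.0158, and adjusted p = 0.183 with the replicate block). From SP1 to SP4 it was 0.59 (standard error 0.25, adjusted p = 0.565), which passed with the block (adjusted p = 0.0432).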

Interestingly, the transcripts of Sell and S1pr1 did not reach the highest levels until cells became SP4 (Figures 7a–b). Additionally, highest migratory capabilitiy towards CCL19, a CCR7 ligand, was not acquired until SP thymocytes reach the SP4 stage (Figure 8b). These unexpected late expressions in the SP4 subset suggest that additional events in the SP2 and/or SP3 stages may be required in the regulation of these molecules. In supporting this notion, SP3-to-SP4 transition was found to be blocked in Aire^-/-^ mice and whether the blockage affects the egress is currently under investigation [37], [61]. Taken together, these expression data strongly suggest that SP4 cells are preferentially exported from the thymus. The molecular program that regulates this migration may start from the SP2 stage and continue in the SP3 stage.

## Discussion

As many key events in T-lymphopoiesis including negative selection and T_reg_ lineage commitment are found to take place in the thymic medulla, the importance of single positive thymocyte differentiation and medullary microenvironment is gradually appreciated. However, the molecular basis that regulates this developmental program lacks a systemic and detailed analysis, rendering a much slower progress in the research in the SP compared to that in the DN and DP cells. In the present study, mRNA expression profiling by microarray was performed in the four subsets of SP thymocytes which have been previously shown to represent sequential stages in a defined differentiation program in the medulla. A clear molecular signature of cells acquiring functional competence was found. Molecules such as MHCs, costimulatory molecules, cytokines and their receptors showed a gradual increase in their expressions starting from SP2 or SP3 subpopulation, in concert with our previous finding that the development of SP1 to SP4 follows a progressive phenotypic and functional maturation process [37], [53].

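Before SP4, none of the 15 immune function genes of the study passed the test without the replicate block. The study chose them on these arrays for their rise, so the direction of the list against SP1 is not independent evidence. In SP2 vs SP1 all 15 had a log2 fold change above 0, with a median of 0.51 (camera adjusted p = 9.37e-10, and adjusted p = 0.0133 with an estimated correlation, 0.0509 with the block). Of them 0 passed by limma (6 had an unadjusted p under 0.05, and 10 passed when adjusted over the list alone in the blocked fit). In SP3 vs SP2 the median was -0.03 and the mean 0.06, and 7 of the 15 were above 0 (camera adjusted p = 0.557). SP3 vs SP1 had a median of 0.45, with 6 genes higher when adjusted over the list alone and 3 with the replicate block. Genes of MHC class I and antigen presentation had a median of 0.22 in SP2 vs SP1 (camera adjusted p = 0.000825, and adjusted p = 0.0962 with an estimated correlation), and cytokine receptors of 0.20 (camera adjusted p = 0.0537, and 0.0131 with the block, where the adjusted p was 0.242 with an estimated correlation). Costimulatory molecules had a median of 0.25 in SP2 vs SP1 (camera adjusted p = 2.04e-05, and adjusted p = 0.0808 with an estimated correlation). In SP3 vs SP2 that list's median was -0.33 and 17 of 21 genes lay below 0 (camera adjusted p = 4.3e-09, and adjusted p = 0.0302 with an estimated correlation, 0.0509 with the block). In it 0 were lower by limma without the block (5 had an unadjusted p under 0.05), 4 when adjusted over the list alone, and 3 with the block, Tnfrsf9 among them. Its members Ctla4, Tnfrsf4, Tnfrsf9 and Tnfrsf18 are also on the list of regulatory T cell markers. The mean of the regulatory T cell list on the log2 scale was lower in SP3 than in SP2 within each replicate number. It went from 7.953 to 7.321 in replicate 1, from 7.75 to 7.564 in replicate 2 and from 8.065 to 7.661 in replicate 3. The lists of antigen presentation, cytokine receptors and costimulatory molecules share 2, 4 and 4 genes with the 15 of the study. No member of the other lists passed in SP2 vs SP1 by limma, with or without the block, where 4 genes of antigen presentation, 4 cytokine receptors and 5 costimulatory molecules had an unadjusted p under 0.05.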

During this maturation process, a transition from SP3 to SP4 was found to be critical as a blockage of this transition in *Aire* ^-/-^ and *Relb* ^-/-^ mice is associated with high incidence of autoimmune diseases. Whether this blockage mainly affects the deletion of autoreactive T cells or affects the thymocyte maturation as well is not clear. In our array data, there is a sharp increase of multiple gene transcripts in the SP4 cells. 

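Against SP3, 46 probe sets of 37 genes were higher in SP4 and 5 of 4 genes lower. Maf rose from 18.9 ± 4.41 in SP3 to 154 ± 58.3 in SP4 (SD, n = 3 arrays each) by the probe set of largest fold. This was a log2 fold change of 2.24 (standard error 0.21, adjusted p = 0.00457 from limma, higher in 3 of 3 pairs), and passed whichever array was left out. The probe set of highest mean of Maf, which stands for it among the γδ T cell markers, did not pass in this comparison. Niban1, a gene of the cellular stress response, rose by 2.15 by the probe set of largest fold (standard error 0.26, adjusted p = 0.0176), Ifng, which encodes interferon γ, by 1.92 (standard error 0.28, adjusted p = 0.0308), and Nt5e, the ecto-enzyme CD73, by 1.60 (standard error 0.25, adjusted p = 0.036). The genes that fell were Ccr9, Edaradd, Cd24a and Marcks, a substrate of protein kinase C, where Cd24a fell by 1.23 and Marcks, by the 1 of its probe sets that passed, fell by 1.13 on the log2 scale (adjusted p = 0.0365 and 0.036). The probe sets of highest mean of Edaradd and Marcks did not pass (adjusted p = 0.408 and 0.0525). Ccr9 is also on the list of cortical double positive thymocyte markers. The mean of that list on the log2 scale was lower in SP4 than in SP3 within each replicate number. It went from 9.19 to 7.60 in replicate 1, from 8.61 to 7.68 in replicate 2 and from 7.54 to 6.78 in replicate 3. Of 26 markers of myeloid and dendritic cells, 1 rose, none fell and 25 did not pass. With adjustment over the list alone 10 rose, and 5 with the replicate block, at a median of 0.54 (camera adjusted p = 1.4e-17, and adjusted p = 0.12 with an estimated correlation). With the block, 125 probe sets were higher and 37 lower. The total of 51 became 12, 32, 9, 11, 3, 3, 2 and 12 without SP1 replicate 1, SP1 replicate 2, SP2 replicate 1, SP2 replicate 2, SP3 replicate 1, SP3 replicate 2, SP3 replicate 3 and SP4 replicate 2. Niban1 did not pass without any SP3 array or SP4 replicate 2 (adjusted p = 0.0515 to 0.128), Ifng without SP1 replicate 1, SP2 replicate 1 or 2 or any SP3 array (0.0511 to 0.187). Nt5e did not pass without SP1 or SP2 replicate 1 or 2, any SP3 array, or SP4 replicate 2 or 3 (0.0632 to 0.196). Edaradd, Cd24a and Marcks did not pass without any array but SP1 replicate 3 and SP2 replicate 3 (0.0511 to 0.204). The myeloid count was 4 without SP1 replicate 3, 1 without SP4 replicate 3 and 0 without each of the other arrays.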

Considering that the normality of thymic stromal cells is required for the SP3 to progress to SP4 [37], this type of abrupt and significant up-regulation of functional genes in the SP4 cells may be partially driven by the signals from medullary stromal cells. The expressional changes of which molecules require such a thymocyte-stromal cell interaction and/or facilitate the transition of SP3 to SP4 cells are currently under investigation. Another possibility of the significant expressional changes in the SP4 cells may be derived from our purification strategy and the impurity of SP4 cells. 

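Of 23 measured markers of NKT and innate-like T cells, 6 rose from SP3 to SP4, none fell and 17 did not pass. Of the 23, 18 rose when adjusted over the list alone, and 15 with the replicate block, at a median log2 fold change of 1.42 (camera adjusted p = 1.12e-35, and adjusted p = 0.00824 with an estimated correlation, 0.0509 with the block). Tbx21, which encodes the transcription factor T-bet, rose from 27.9 ± 6.01 in SP3 to 117 ± 29.8 in SP4 (SD, n = 3 arrays each, log2 fold change 1.59, standard error 0.19, adjusted p = 0.0176 from limma). Of 16 markers of activated or memory T cells, 5 rose, none fell and 11 did not pass (8 rose when adjusted over the list alone and 7 with the block, median 0.99, camera adjusted p = 5.52e-18, and adjusted p = 0.0133 with an estimated correlation, 0.0509 with the block). Bhlhe40, a transcription factor, and Ahnak, a large scaffold protein, rose by 1.65 and 1.62 on the log2 scale (adjusted p = 0.0333 and 0.0446). Of 15 markers of regulatory T cells, 0 rose and 0 fell by limma (7 had an unadjusted p under 0.05, 1 rose when adjusted over the list alone and 3 with the block), at a median of 0.49 (camera adjusted p = 1.27e-10, and adjusted p = 0.0142 with an estimated correlation, 0.0509 with the block). Foxp3, their lineage transcription factor, had means of 39.3 ± 16.8 in SP3 and 89.1 ± 40.4 in SP4 (log2 fold change 0.90, adjusted p = 0.656, and 0.00828 with the block). Markers of γδ T cells had a median of 0.19, with 0 of 9 called by limma (1 had an unadjusted p under 0.05) and 1 higher with the block (camera adjusted p = 0.000375, and adjusted p = 0.0359 with an estimated correlation, 0.115 with the block). Without SP3 replicate 1, 2 or 3 none of the NKT markers passed, 1 passed without SP1 replicate 1, SP2 replicate 1 or SP2 replicate 2, and 2 without SP4 replicate 2. The count of memory markers was 0 without SP1 replicate 1, SP2 replicate 1, SP2 replicate 2, any SP3 array or SP4 replicate 1, 1 without SP4 replicate 2, 2 without SP1 replicate 2 and 3 without SP2 replicate 3 or SP4 replicate 3. Without SP1 replicate 3, 1 regulatory T cell marker passed. Tbx21 did not pass without any SP3 array (adjusted p = 0.0564 to 0.0836), Bhlhe40 without SP1 or SP2 replicate 1 or 2, any SP3 array, or SP4 replicate 1 or 3 (0.056 to 0.196). Ahnak did not pass without any array but SP1 replicate 3 (0.058 to 0.204).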

Although we made an effort to exclude T_reg_, NKT, and thymus-reentered activated T cells (CD25^+^, NK1.1^+^, and CD44^hi^) from the SP4 subset, SP4 thymocytes may still be heterogeneous, containing cells that are on their way to become mature T_reg_ and NKT and trace amount of naïve T cells that migrate back to the thymus. The molecular signature but not necessarily the cellular function may be affected by this type of contamination. The use of RAG2p-GFP transgenic mice and/or MHC class II-restricted RAG knockout TCR transgenic mice may help to obtain more homogeneous cell population.

The orchestrated migration of developing thymocytes through various specialized microenvironments in the cortex is essential for proper T cell development. But less is known of the thymocyte trafficking from the cortex to the medulla and within the medullary environment. Similarly, although the widely accepted mechanism for thymocytes' exiting the thymus is S1P_1_-mediated migration, when do SP cells express S1P_1_ and how to prevent the premature exit of autoreactive cells at the cortico-medullary junction is still not clear [73]. Our array and qRT-PCR results on the four SP subsets suggest a route by which the newly generated SP thymocytes migrate within the thymus: the SP2 cells down-regulate CCR9, up-regulate CCR7 and plexinD1, and migrate from the cortex to the medulla; the SP2 and SP3 cells gradually up-regulate molecules involved in T cell functions and the Foxo1-KLF2-S1P_1_ axis; the high expressions of S1P_1_, CCR7, and CD62L in SP4 cells enable these functional competent cells to leave the medulla and enter the periphery. These results provide fine evidence to support the previous finding that the emigration of SP thymocytes is not random and only a subpopulation of SP cells that finish the series of maturational events are capable of exiting the thymus [16]. Development of self tolerant and fully matured SP cells rely heavily on this ordered trafficking as defects in SP thymocyte migration from the cortex to the medulla, such as *Ccr7* deficiency, resulted in the ectopic development of SP in the cortex/cortex-medullary junction and autoimmunity in the periphery. Similarly, defects in the thymocytes-epithelial cells interaction in the medulla, such as *Aire* and *Relb* deficiency, result in the SP3-to-SP4 blockage and autoimmunity in the periphery [37], [53].

It remains unknown how this highly ordered process is regulated at the molecular level and whether positive selection in the thymic cortex alone or together with signals from the medullary microenvironment including negative selection drive these events to occur in a sequential order. A study of Egr1-deficient mice suggests that positive selection could have an impact on the survival of cells further down the thymocyte developmental pathway and even after entering the periphery [74]. Foxo1 and the Foxo1-KLF2-S1P_1_ axis could be affected in mice with defects in positive selection due to the fact that the expression and activity of Foxo1 requires TCR stimulation and PI3K [75]. Medullary stromal cells, however, also likely play an important role in SP development in addition to the elimination of autoreactive T cells. At least four pieces of evidence in our data support this, 1) the high expression of immune function-associated genes was mostly seen in the SP4 subset (Figure 5a); 2) although Foxo1 and Klf2 were up-regulated in the SP2 cells, their downstream genes, S1pr1 and Sell, were not fully expressed until cells reached the SP4 stage (Figures 7a-b); 3) only SP4 cells showed a comparative response to CCL19 as naïve T cells despite of an early upregulation of Ccr7 mRNA level in the SP2 subset; 4) the transition of cells from the SP3 to SP4 likely requires a normal medullary microenvironment as defects in the stromal cells (such as those in *Aire* ^-/-^ mice) could block SP3-to-SP4 transition [37], [53]. Thus, SP2 and especially SP3 may be key stages at which thymocytes receive signals from medullary environment including stromal cells.

Taken together, this is the first detailed analysis of the gene expression profiles of CD4 SP subsets. It reveals at a molecular level a clear map of how CD4 SP thymocytes gradually acquire the functionally matured, and ready-to-egress properties. It also provides transcriptomic evidence supporting the model of “maturation-dependent emigration” of SP thymocytes [16]. It established a molecular basis to further study the signals that initiate and govern these progressive changes and to understand what signals are obtained from the positive selection and what from the medullary microenvironment.

## Materials and Methods

### Mice and Ethics Statement

Congenic C57BL/6 Ly-5,1 (CD45.1) and C57BL/6 Ly-5.2 (CD45.2) mice between 6-8 weeks of age were used throughout this study. The animals were kept in a specific pathogen-free facility at Peking University Health Science Center (Beijing, China). The experimental procedures on use and care of animals had been approved by the ethics committee of Peking University Health Science Center with an approval number of bjmu20110301.

### Antibodies

Anti-CD8 (3.155) was prepared from hybridomas obtained from the American Type Culture Collection. The 6C10 (SM6C10) was from Dr. Linna Ding (National Institutes of Health) and was subsequently labeled with FITC. Antibodies against CD4 (H129.19 or RM4-5), CD8 (53-6.7), TCRβ (H57–597), CD69 (H1.2.F3), Qa-2 (H1-1-2), NK1.1 (PK136), CD44 (IM7), CD62L (MEL-14), CD24 (M1/69), IL-2Rβ (5H4), streptavidin-PE/APC, and isotype control antibodies were purchased from BD Pharmingen. Anti-Qa-2 (H1-1-2) and CD25 (PC61) were from eBioscience.

### Isolation of peripheral naïve CD4^+^ T cells and subsets of CD4 SP thymocytes

Single-cell suspensions of thymocytes derived from C57BL/6 mice at 6-8 weeks of age were treated with anti-CD8 (3.155) mAb and complement (guinea pig sera) to remove CD8^+^ cells. After two cycles of killing and removal of dead cells by density centrifugation, the viable cells were stained with CD4-PerCP-Cy7, CD8-APC-Cy7 (53-6.7), CD69-PerCP-Cy5.5, 6C10-FITC, Qa-2-Biotin-strepavidin-APC, CD25-PE, and NK1.1-PE and then subjected to cell sorting (FACSAria). For the RNAs used in qRT-PCR validation, the cells were further stained with CD44-PE to purify the CD44^lo^ cells. Four subsets of CD4^+^CD8^-^ thymocytes were thus obtained: SP1 (6C10^+^CD69^+^Qa2^-^), SP2 (6C10^-^CD69^+^Qa2^-^), SP3 (6C10^-^CD69^-^Qa2^-^), and SP4 (6C10^-^CD69^-^Qa2^+^). The naïve CD4^+^ T cells (CD4^+^CD44^lo/int^CD62L^hi^CD25^-^NK1.1^-^) were purified from the lymph node cells from the same mice. The purity of individually sorted groups was 95–99% as reanalyzed on FACS (Fig. 1a–b). The expression of TCRβ was checked among these purified cell subsets and 99.9% of the cells were TCRβ^+^ (data not shown).

### Microarray analysis

Total RNA was isolated from each SP subset using Trizol (Invitrogen) according to the manufacturer's instructions. RNA concentrations were determined by spectrophotometry. Only those samples that showed no degradation (ratios approaching 2∶1 for the 28S and 18S bands) in formaldehyde agarose gel electrophoresis were used to generate labeled targets. The RNA samples were then sent to Bioassay Laboratory of CapitalBio Corporation (Beijing, China) for amplification, biotin labeling, hybridization to Affymetrix Mouse Genome 430 2.0 Arrays (Affymetrix). Three arrays were used for each SP subsets. The hybridization data were analyzed using Affymetrix® GeneChip® Operating Software Version 1.4 (GCOS 1.4). The scanned images were first assessed by visual inspection and analyzed to generate raw data files saved as CEL files using the default setting of GCOS 1.4. A Robust Multi-array Analysis normalization procedure was performed to normalize the different arrays using R bioconductor. The noise and 3′ to 5′ signal ratios of all arrays were listed in Table 2. The data have been deposited in NCBI's Gene Expression Omnibus [47] and are accessible through GEO Series accession number GSE30083 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30083).

**Table 2:** Quality control data from 16 arrays.

	Noise (Mean±STDEV)			Gapdh 3′/5′ signal ratios		
	Repeat 1	Repeat 2	Repeat 3	Repeat 1	Repeat 2	Repeat 3
SP1	1.21±0.04	0.9±0.03	1.16±0.03	1.01	1.00	1.10
SP2	1.13±0.05	0.89±0.02	1.13±0.04	1.05	1.04	1.08
SP3	1.16±0.05	1.00±0.04	1.07±0.02	1.03	0.99	1.17
SP4	1.12±0.04	0.84±0.03	1.12±0.02	1.01	1.07	1.14

In the comparison analysis, a two-class unpaired method in the Significant Analysis of Microarray software (SAM) was applied to identify differentially expressed genes between test and control groups. The selection threshold of false discovery rate is FDR<5% and fold change>2.0 in the SAM output result.

Clustering of self-organizing maps (SOM) was performed by GeneCluster 2.0 package and 9 class (3×3) SOMs were constructed. To organize genes into hierarchical categories and uncover gene regulatory network on the basis of biological process and molecular function, the differentially expressed genes were mapped to Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways using MAS (molecule annotation system, http://bioinfo.capitalbio.com/mas) platform. GO terms and KEGG pathways with false discovery rate (FDR)-corrected P values <0.05 were considered statistically significant.

### Quantitative RT-PCR

RNA was purified from isolated thymocytes using TRIZOL (Invitrogen) and was used to make cDNA using random primers and the Reverse Transcription System (Promega). For quantitative Real-Time PCR, iQ™ SYBR® Green Supermix (Bio-Rad) was used according to the manufacturer's instructions. Quantitative PCR was performed on an iCycler (Bio-Rad Ltd, Hemel Hempstead, England, UK), with each sample in triplicate, at an RNA equivalence of 15 ng/well. Oligos for each gene are listed in Table 3. PCRs were performed for 40 cycles at 95°C for 30 s, 58°C for 30 s, and 72°C for 20 s. The quantification was based on ΔΔCT calculations and were normalized to GAPDH as loading controls and calibrated to SP1 levels in Figures 2b left, 6d–e, and 7a, c–d; to SP4 levels in Figure. 2b right; and to naïve T cell levels in Figures 6b–c. RT-PCR analysis was carried out on RNA from three independently isolated cell populations for each thymocyte subset and naïve T cells. Statistical analysis of the results obtained from quantitative RT-PCR was performed using GraphPad Prism 5 software (San Diego, CA, USA). Student's *t*-test was used to evaluate the significance of the differences between group means. Statistical significance was defined as *P*<0.05.

**Table 3:** Primers for selected genes analyzed using real-time PCR.

	Forward (5′ - 3′)	Reverse (5′ – 3′)
GAPDH	CGGCCGCATCTTCTTGTGCA	GCAAATGGCAGCCCTGGTGAC
Qa2	CAGGTCTTATGGTGCTGTCA	GCATGTGTAATTCTGCTCCTTC
Ccr4	GGAAGGTATCAAGGCATTTGGG	GTACACGTCCGTCATGGACTT
S1pr1	TCGCCGACAGCAGCAAGATG	AAAGCCAGGTCAGCGAGCAATC
Klf2	CTCAGCGAGCCTATCTTGCC	CACGTTGTTTAGGTCCTCATCC
Foxo1	AGGGCGACAGCAACAGCTCG	TCCATGGACGCAGCTCTTCTCC
Ccr7	GCACCATGGACCCAGGGAAACC	TGAGAGGCAGGAACCAGGCCT
Plxnd1	TGCAGGCTGCCATTCGTGCA	GGCCGCTCCGCAATCCAGTT
Ccr9	CTTCAGCTATGACTCCACTGC	CAAGGTGCCCACAATGAACA
Cxcr4	AGGCGTTTGGTGCTCCGGTA	TTCATCCCGGAAGCAGGGTTCCT

### Flow cytometry

Single-cell suspensions of thymocytes from C57BL/6 mice were removed of CD8^+^ cells and stained with CD4-PerCP-Cy7, CD8-APC-Cy7 (53-6.7), CD69-PerCP-Cy5.5, Qa-2-Biotin-strepavidin-APC, CD25-PE, CD44-PE, and NK1.1-PE. The expressions of CD62L, CD24, and IL-2Rβ among three subsets of CD4^+^CD8^-^ cells, including SP1-2 (CD69^+^Qa2^-^), SP3 (6C10^-^CD69^-^Qa2^-^), and SP4 (6C10^-^CD69^-^Qa2^+^), were obtained. The lymph node cells from the same mice were stained with CD4-PerCP-Cy7, CD8-APC-Cy7 (53-6.7), CD44-APC, CD62L-FITC, CD25-PE, and NK1.1-PE and the CD62L level of the naïve CD4^+^ T cells (CD4^+^CD44^lo/int^CD25^-^NK1.1^-^) was obtained and compared with that of the thymocyte subsets.

### RTE analysis

Mice were anesthetized with 1% napental via intraperitoneal injection. An incision was made in the sternum to reveal the thymus, and approximately 10–20 µl of FITC solution (1 mg/ml) was injected into each thymic lobe with a 30-gauge needle. Control mice were injected with PBS. The chest was closed with surgical clips in the overlying skin. FITC positive cells from the spleen and lymph nodes were analyzed 24 hours later.

### Listeria infection

SP3, SP4 thymocytes and naïve CD4^+^ T cells from C57BL/6 Ly5.1 congenic mice were purified by flow cytometry and were adoptively transferred into C57BL/6 Ly5.2 mice at 6–8 weeks of age (9×10^6^ per host mouse). Three mice in each group. One day later, the host mice were challenged with 2×10^4^ live Listeria Monocytogenes (a kind gift from Prof. Qibin Leng, Laboratory of Immune Regulation, Institute Pasteur of Shanghai, Chinese Academy of Sciences) via tail vein injection. On day 7 of the infection, the mice were sacrificed and the cells from the lymph nodes and spleens were stained with CD45.1, CD4, CD44, and CD62L. The donor cells with the expression of both CD45.1 and CD4 were gated.

### Transwell migration

Thymocyte subpopulations and naïve CD4^+^ T cells from C57BL/6 mice were purified and rested in migration medium at room temperature for one hour. The cells were then used for three-hour migration assays through Transwells (5 mm; Corning). S1P (Sigma) was used at 50 nM; CCL19 (R&D Systems) was used at 250 ng/ml.

## Supporting Information

Table S1 **Differentially expressed genes among the four subsets of CD4 SP thymocytes.** Sets of probes whose expression increased (red) or decreased (green) by two-fold or more in any comparison are listed.
(XLS) Click here for additional data file.

Table S2 **KEGG pathway analysis of the differentially expressed genes using MAS platform.** The false discovery rate (FDR)-corrected P values <0.05 are considered statistically significant.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

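Gene expression was measured on 12 Affymetrix Mouse Genome 430 2.0 arrays, 3 for each of the subsets SP1, SP2, SP3 and SP4 of CD4 SP thymocytes sorted from pooled thymi of C57BL/6 mice. The sort took CD4+CD8-CD25-NK1.1- cells and parted them by Qa-2, 6C10 and CD69. The deposited table holds linear probe set intensity values that the authors had corrected for background and normalized between arrays, 1 column per array, and no step on the raw scans was repeated here. The methods of the paper name RMA in R Bioconductor for this step and the submitters' notes name MAS5, and the versions used are not given in the sources used here. Medians of the 12 arrays lay between 30.5 and 32.8, their 75th percentiles between 128 and 142, and their smallest values between 1.93 and 2.27. With 3 arrays per subset, the number of arrays limits the precision.

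The table has 45037 probe sets, 64 fewer than the number the paper states for the array, and no control probe sets. By the annotation of the array, 34945 probe sets name 1 gene, 932 name several genes and 9160 are unnamed here, of which 1312 had a mean intensity over 100. A probe set that the annotation does not list is unnamed here, so lists of genes were read only for their measured members. Each of 18193 genes was represented by its probe set of highest mean, and by one ending in _x_at only where it had no other.

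An offset of 16 was added to each intensity before log2. A linear model with 1 mean per subset was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3, with 8 residual degrees of freedom, and the 6 comparisons between subsets were tested with eBayes with a mean-variance trend. P-values were adjusted by the Benjamini-Hochberg method over all probe sets within each comparison. A probe set counted as changed at an adjusted p under 0.05 and a fold over 2, and a single gene or list member was called at an adjusted p under 0.05 at any fold. Subset means of the log2 values gave the order from SP1 to SP4, and means and standard deviations in the text are of linear intensities.

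The paper's 3 array repeats share a prefix across the subsets (Figure 6A). The pairing takes the replicate numbers to follow these repeats, which the sources used here do not state. Deviations of arrays of the same number from their subset means correlated between 0.279 and 0.883. Arrays of replicate 3 correlated with those of replicates 1 and 2 between -0.812 and -0.388, and replicates 1 and 2 with each other between 0.178 and 0.729. The first principal component, with 56.8% of the variance, parted replicate 3 from the others, and the second component, with 13.2%, ordered the subsets from SP1 to SP4. A fit with the replicate number as a block, with 6 residual degrees of freedom, was therefore set beside the fit without it.

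28 gene lists were tested in each of the 6 comparisons, 168 tests in all: immune function genes, migration genes, and sort markers and validation genes named by the study, chemokine receptors, integrins and adhesion molecules, egress and naive T cell genes, MHC class I and antigen presentation, costimulatory molecules, cytokine receptors, interferon response, TCR signal and immediate early genes, NF-κB pathway, TGF-β pathway, Notch pathway, apoptosis regulators, cell cycle, glycolysis, cholesterol synthesis, housekeeping genes, and markers of cortical double positive thymocytes, NKT and innate-like T cells, γδ T cells, regulatory T cells, activated or memory T cells, B cells, myeloid and dendritic cells, thymic epithelial and stromal cells, and erythroid cells. Each list was read by its called members, by their number when p-values were adjusted over the list alone, and by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry, with p-values adjusted over the 168 tests. Of these, 92 passed by camera, 38 with an estimated correlation and 44 by fry, and in the fit with the block 93 passed by camera and 0 with an estimated correlation.

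The paper's results on these arrays were known when the lists were written, as some lists hold genes that it names. Lists of other cell types may also hold genes that it reports to differ, so their tests are not fully independent of it. The comparisons, thresholds, lists, alternatives and the rule for naming genes were set before the data were examined. By that rule the text names the genes that the paper names for its arrays and the sort markers, the 8 higher and the 8 lower genes of largest fold in SP2 vs SP1, SP3 vs SP2, SP4 vs SP3 and SP4 vs SP1 among called probe sets of 1 gene that moved the same way in 3 of 3 pairs, each read by its probe set of largest fold, and members of the lists in order of fold. Cd8a in SP3 vs SP2 and Cd24a in SP4 vs SP1 were read instead by their probe sets of highest mean. By the probe set of largest fold, the log2 fold changes were 2.37 for Cd8a (adjusted p = 0.0303 with the block) and -1.81 for Cd24a (adjusted p = 0.0314 without the block). In SP2 vs SP1 and SP3 vs SP2, where nothing was called, the rule was applied to the fit with the block, and 1 gene it gives is not reported here.

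Alternatives were quantile normalization, a shift to a common 75th percentile, offsets of 1 and 64, a filter on dim probe sets, removal of probe sets ending in _x_at or _s_at, eBayes without a trend, fits to the 6 arrays compared, the replicate block, no limit on the fold, the mean of all probe sets of a gene, and each array and each replicate number left out in turn. A SAM-type statistic, written from its published description with 20 label orders, a false discovery rate under 5% and a ratio of means over 2, stood for the paper's test, since the SAM software itself was not run. Plain log2 values and replicates 1 and 2 alone with the block were added after the data had been seen. Moves of a count by up to 1.5 times when 1 array was left out are mostly not listed in the text. The calls were tested on simulated data with means, replicate effects and spread taken from the real arrays, where the SP4 vs SP1 comparison without the block recovered 76.4%, 86.0%, 92.0% and 95.6% of probe sets changed by 1.2, 1.5, 2 and 3 on the log2 scale with 0 of 224085 unchanged ones called, and the fit with the block recovered 95.6% at 1.2 with 3 called. At any fold, 1 unchanged probe set was called without the block and 70 with it. These values hold for data of the simulated form, into which replicate effects were put. The simulation does not test whether the real arrays have that form. The clustering, the gene ontology and pathway analyses, qRT-PCR, flow cytometry and migration assays of the paper are not analysed here.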

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

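The tests below were chosen after the result was seen, apart from the test of normalization.

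Markers of cortical double positive thymocytes had a median SP3 vs SP2 log2 fold change of 1.69 (adjusted p = 2.55e-15 by camera, and adjusted p = 0.0962 with an estimated correlation) and differed between arrays of 1 subset, with list means on the log2 scale of 8.57, 8.67 and 6.81 in SP1 and 9.19, 8.61 and 7.54 in SP3. The median was 1.70 after a further quantile normalization. This cannot decide on the authors' normalization between arrays, since it started from values already normalized and the raw scans were not used. Double positive cells carried into the sort, which took CD8- cells, are a candidate explanation: Cd8a and Cd8b1 varied from array to array with the 16 other markers at a median correlation of 0.80 (lowest -0.73, highest 0.97) once subset and replicate means were taken out, and Dntt, the marker of highest mean in SP3, had a mean of 387 ± 329 in SP2 and 1923 ± 1530 in SP3 (SD, n = 3 arrays each). Transcription that differs between SP2 and SP3 cells cannot be told apart from it, since the median difference was positive within each replicate number (2.17, 2.22 and 0.67, the lowest).

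Markers of NKT and innate-like T cells had a median SP4 vs SP3 log2 fold change of 1.42. NKT or other innate-like T cells in the sort, whose gate removed NK1.1+ cells, cannot be told apart from maturation within the SP lineage: 21 of 23 listed genes were higher in SP4 in all 3 pairs and 13 had means that rose from SP2 to SP3 and again to SP4, which either would give. The paper itself proposes that SP4 cells may hold cells on their way to become regulatory T and NKT cells, and T cells that came back to the thymus. B cells or myeloid cells in the SP4 sort stay open too, since the median SP4 vs SP3 log2 fold change was 0.54 for myeloid and 0.52 for B cell markers, and against SP1 0.24 and -0.04, although the sort took CD4+CD8- cells and the paper states that nearly all of them were TCRβ+. The list shares 4 genes with cytokine receptors, 2 each with chemokine receptors and memory T cell markers, and 1 each with myeloid markers, costimulatory molecules, apoptosis regulators and the immune function genes of the study.

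The 4 arrays of replicate 3 stood apart from those of replicates 1 and 2. A wrong subset label among them is argued against, since in 3 of 3 replicates the arrays lay in the order SP1, SP2, SP3, SP4 on the second principal component. An array or sorting batch cannot be told apart from other causes: the lowest correlation of deviations from subset means between arrays of replicate 3 was 0.79, which any cause that sets these arrays apart would give. The paper gives each array repeat a prefix of its own (Figure 6A), which, if read as a day, puts 1 repeat years after the other 2, and its Table 2 gives each array of repeat 3 a higher Gapdh 3′/5′ signal ratio than any array of repeats 1 and 2, while the sources used here do not say which replicate number each repeat is. In the same Table 2, noise was lower in each array of repeat 2 than in any array of repeats 1 and 3. No biological explanation was tested.

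Markers of activated or memory T cells had a median SP4 vs SP2 log2 fold change of 1.10, with 6 of 16 higher (adjusted p = 2.03e-21 by camera, and adjusted p = 0.0116 with an estimated correlation, 0.0509 with the block). γδ T cell markers had a median SP4 vs SP2 log2 fold change of 0.53, with 1 of 9 higher (adjusted p = 0.00071, and adjusted p = 0.0428 with an estimated correlation, 0.132 with the block). Myeloid and dendritic cell markers had a median SP4 vs SP2 log2 fold change of 0.69, with 2 of 26 higher (adjusted p = 3.14e-19, and adjusted p = 0.101 with an estimated correlation). B cell markers had a median SP2 vs SP1 log2 fold change of -0.70, with 0 of 17 called by limma and 4 at an unadjusted p under 0.05 (camera adjusted p = 2.77e-08, and adjusted p = 0.232 with an estimated correlation), and in replicate 3 the list mean on the log2 scale was higher in SP2 (6.01) than in SP1 (5.78). Interferon response genes had a median SP4 vs SP1 log2 fold change of 0.99.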

How the results depend on the processing

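Plain log2 values and replicates 1 and 2 alone with the replicate block were chosen after seeing the data, and the splits and the other alternatives were not. No gene result that was called turned its direction in the alternatives where genes were read one by one, which leaves out the SAM-type statistic and the counts with no fold limit. Of 222 results, 87 of them past the threshold, the number that stopped passing was 3 after quantile normalization, 5 after the 75th percentile shift, 9 with offset 1, 2 with offset 64, 17 without a trend, 60 with the 6 arrays compared and 0 with the replicate block, where 52 more passed. Without dim probe sets 211 results could be read and 0 stopped passing, and without those ending in _x_at or _s_at 208 and 1. With the mean of all probe sets of a gene 15 of 214 stopped passing and 9 more passed, and with plain log2 values 10 stopped. Without 1 array 7 to 44 stopped passing, and without replicate 1, 2 or 3 as a whole 77, 84 and 4. Of the calls, 35 of 68 in SP4 vs SP1 and 1 of 19 in SP4 vs SP3 held whichever single array was left out. The number of changed probe sets is given below in each case, and the cause of each change was not tested.

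Quantile normalization and the 75th percentile shift each gave 2 changed probe sets in SP3 vs SP2 in place of 0. Offset 1 gave 8 in SP3 vs SP1 and 2 in SP3 vs SP2. Offset 64 gave 175 in SP4 vs SP1, 102 in SP4 vs SP2 and 27 in SP4 vs SP3, with 97 rising and 24 falling at every step and 161 highest in SP4. Without dim probe sets there were 9 in SP3 vs SP1 and 2 in SP3 vs SP2, and without those ending in _x_at or _s_at 1 and 2. Without a trend there were 8 in SP3 vs SP1, 3 in SP3 vs SP2 and 27 in SP4 vs SP3. With the 6 arrays compared, which leaves fewer arrays to estimate the spread, there were 0 in SP3 vs SP1, 97 in SP4 vs SP1, 67 in SP4 vs SP2 and 0 in SP4 vs SP3, with 65 rising, 9 falling and 101 highest in SP4, 60 genes called in SP4 vs SP1 in place of 274 and 17 list members in place of 55.

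The replicate block gave 4 in SP2 vs SP1, 57 in SP3 vs SP1, 49 in SP3 vs SP2, 502 in SP4 vs SP1, 313 in SP4 vs SP2 and 162 in SP4 vs SP3, with 66 falling at every step and 443 highest in SP4, 1098 genes called and 130 list members. With the block 93 of 168 list tests passed camera, and 0 with an estimated correlation. With no fold limit there were 487 in SP4 vs SP1 and 419 highest in SP4. The SAM-type statistic gave 31 in SP3 vs SP1, 18 in SP3 vs SP2, 490 in SP4 vs SP1, 260 in SP4 vs SP2 and 117 in SP4 vs SP3. Plain log2 values gave 8 in SP3 vs SP1 and 2 in SP3 vs SP2. Replicates 1 and 2 alone with the block gave 32 in SP2 vs SP1, 124 in SP3 vs SP2, 463 in SP4 vs SP1, 356 in SP4 vs SP2 and 194 in SP4 vs SP3, with 455 highest in SP4 and 519 in the count of gene rise or fall, the genes called in SP4 vs SP1.

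Leaving out each array or each replicate number in turn gave 0 to 7 changed probe sets in SP2 vs SP1, 0 to 5 in SP3 vs SP1, 0 to 96 in SP3 vs SP2, 7 to 414 in SP4 vs SP1, 0 to 321 in SP4 vs SP2 and 0 to 177 in SP4 vs SP3. The number rising at every step ranged from 7 to 184, falling from 0 to 37 and highest in SP4 from 7 to 420, the genes called in SP4 vs SP1 from 3 to 362 and the list members from 1 to 70. The highest counts of changed probe sets came without replicate 3, and the lowest in SP4 vs SP1 without replicate 2.

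Of the 10 splits of the 6 arrays of a comparison into 3 and 3, 10 gave at least as many changed probe sets as the subsets in SP2 vs SP1 and in SP3 vs SP2, and 1, the real one, in each of the others. 10 splits cannot give a share under 0.05. The real values were 0, 5, 0, 305, 173 and 51 in SP2 vs SP1, SP3 vs SP1, SP3 vs SP2, SP4 vs SP1, SP4 vs SP2 and SP4 vs SP3, and the highest of the other splits was 0 in each. With the block the real values were 4, 57, 49, 502, 313 and 162, and the highest of the other splits that part all 3 pairs, 4 with the real one, was 0 in each. Signal over background limits dim genes, since array medians lay near 31.9 and the offset of 16 shrinks fold changes at that level.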

Differences from the paper's values

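Plain log2 values and replicates 1 and 2 alone with the replicate block were chosen after seeing the values. The counts are set beside Table 1 (genes) and Table S1 (probe sets) of the paper, which used SAM at a false discovery rate under 5% and a fold over 2, while the values here are from limma at an adjusted p under 0.05 and a fold over 2.

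For genes increased in SP2 vs SP1, the paper's value is 4 and the value here 0, and none of the alternatives set before the data were examined came within 1.5 times of it. For probe sets increased in SP2 vs SP1, the paper's value is 5 and the value here 0; the replicate block (4) came within it and the other alternatives set before the data were examined did not. Replicates 1 and 2 alone with the block gave 5, a setting chosen after seeing the values that drops 2 of the paper's 5. The same setting gave 27 probe sets decreased, where the paper's value is 0.

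For genes increased in SP3 vs SP1, the paper's value is 22 and the value here 2, and for probe sets the paper's value is 31 and the value here 5. The replicate block (24 genes, 40 probe sets) and the SAM-type statistic (20 and 29) came within these, and the other alternatives set before the data were examined did not. For probe sets decreased in SP3 vs SP1, the paper's value is 0, while the block gave 17 and the SAM-type statistic 2. The block also gave more decreased probe sets than the paper against SP4. These were 113 and 40 in SP4 vs SP1, 65 and 18 in SP4 vs SP2, and 37 and 4 in SP4 vs SP3.

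For genes increased in SP3 vs SP2, the paper's value is 20 and the value here 0, and none of the alternatives came within 1.5 times of it. For probe sets increased, the paper's value is 29 and the value here 0, and of the alternatives set before the data were examined the replicate block (23) alone came within it. Of the paper's 29 probe sets the block called 11 and did not call 18. For genes decreased, the paper's value is 20 and the value here 0, and the replicate block (17) alone of these came within it. For probe sets decreased, the paper's value is 25 and the value here 0, and the replicate block (26) and the fit without replicate 3 (19) came within it, and the others did not. Of the paper's 25 probe sets the block called 20 and did not call 5. Replicates 1 and 2 alone with the block gave 22 genes and 37 probe sets decreased, a setting chosen after seeing the values that drops 9 of the paper's 25 probe sets.

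For genes increased in SP4 vs SP2, the paper's value is 160 and the value here 95. Of the alternatives set before the data were examined, offset 1 (117), the replicate block (162), no fold limit (136), the SAM-type statistic (153), the fit without SP1 replicate 3 (111) and the fit without replicate 3 (169) came within it, and the others did not. Plain log2 values (118 genes) and replicates 1 and 2 alone with the block (182), chosen after seeing the values, came within it and drop 81 and 23 of the paper's 211 probe sets.

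For genes increased in SP4 vs SP3, the paper's value is 93 and the value here 37, and for probe sets the paper's value is 115 and the value here 46. The replicate block (82 genes, 125 probe sets), the SAM-type statistic (73 and 109) and the fit without replicate 3 (85 and 133) came within these, and the other alternatives set before the data were examined did not. Replicates 1 and 2 alone with the block (87 and 139), chosen after seeing the values, came within them and drop 29 of the paper's 115 probe sets.

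The paper states, of its array and qRT-PCR results, that Cxcr4 had a mild, transient and significant rise in SP2. The figure it cites for Cxcr4 is of qRT-PCR, which used separately sorted CD44-low cells. On the arrays here the SP2 vs SP1 log2 fold change of Cxcr4 was -0.38 and was not called, with or without the block. Ccr4 is stated to be significantly lower in SP2 than in SP1, and here its log2 fold change of -0.24 was not called with or without the block, while its mean was highest in SP1 as the paper states. For Ccr7 the paper states a significant and abrupt rise at SP2 on the arrays, and here the log2 fold change of 0.71 had the same direction and was not called with or without the block. For Plxnd1 the paper states no significant difference on the arrays, and here none was called without the block, while the block called it lower in SP4 than in SP1 (adjusted p = 0.00194). Ccr9 is stated to be the only migration gene with a continuous decrease, and of the 41 genes read here 4 had means that fell at every step, among them Ccr9, Plxnd1 and Ccr4, of which Ccr9 passed the test from SP1 to SP4 without the block.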

Other observations

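No hypothesis is tested here, and the examples were taken in order of fold after the result was seen, by the rule for named genes. Of 31 measured genes of the interferon response, 14 rose from SP1 to SP4, none fell and 17 did not pass by limma (22 rose when adjusted over the list alone and 24 with the replicate block). Ifit3, an antiviral protein, rose from 103 ± 43.2 to 564 ± 205 (SD, n = 3 arrays each), a log2 fold change of 2.30 (standard error 0.35, adjusted p = 0.0083), and Oas1a and Oas2, sensors of viral RNA, rose by 1.37 and 1.21 (adjusted p = 0.00201 and 0.00795), all in 3 of 3 pairs. Of the 31, 29 had their highest mean in SP4 and 18 rose at every step, and the list passed camera (adjusted p = 1.73e-32, and adjusted p = 0.00897 with an estimated correlation, 0.0509 with the block). It also passed in SP2 vs SP1, at a median of 0.41 (adjusted p = 1.58e-15, and adjusted p = 0.0274 with an estimated correlation, 0.0509 with the block), where 0 members were called by limma and 10 had an unadjusted p under 0.05. The count of 14 became 4, 8, 8, 9, 5 and 6 without SP1 replicate 1, SP1 replicate 2, SP1 replicate 3, SP3 replicate 2, SP4 replicate 1 and SP4 replicate 2.

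Of 26 measured genes of TCR signals and the immediate early response, 2 fell from SP1 to SP4, none rose and 24 did not pass (3 fell when adjusted over the list alone, and 8 fell and 2 rose with the block), at a median of -0.39 (camera adjusted p = 0.00675, and adjusted p = 0.0652 with an estimated correlation). Itm2a, a membrane protein of positively selected thymocytes, fell from 8038 ± 378 to 3608 ± 388 (SD, n = 3 arrays each, log2 fold change -1.16, standard error 0.16, adjusted p = 0.00473), and Dusp5, a phosphatase of ERK, fell by 1.13 (adjusted p = 0.0422). Nr4a1, a nuclear receptor induced by TCR signals, had a log2 fold change of -1.24 (adjusted p = 0.0868, and 0.000221 with the block). The call of Dusp5, and with it the list's count of 2, ended without any array but SP4 replicate 3 (adjusted p = 0.0508 to 0.164, count 1). From SP2 to SP3 the list had a median of -0.35 (adjusted p = 6.91e-06, and adjusted p = 0.0133 with an estimated correlation, 0.0795 with the block), with 0 called by limma, 5 at an unadjusted p under 0.05, and 2 lower with the block.

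Of 15 genes of cholesterol synthesis, 13 had their highest mean in SP1. Their median SP4 vs SP1 log2 fold change was -0.34 (camera adjusted p = 0.00198, and adjusted p = 0.279 with an estimated correlation). Of the 15, 0 were called by limma, 3 had an unadjusted p under 0.05 and 1 was lower with the block. The list mean on the log2 scale was higher in SP3 (7.625) than in SP1 (7.545) in replicate 1. In replicates 2 and 3 it was highest in SP1 (7.654 and 7.19). Of 29 cell cycle genes, 26 had their highest mean in SP3, as did 15 of the 18 markers of double positive thymocytes, at a median SP3 vs SP2 log2 fold change of 0.48 (adjusted p = 2.05e-05, and adjusted p = 0.494 with an estimated correlation), with 0 called by limma and 1 at an unadjusted p under 0.05. Within replicate numbers, the mean of the cell cycle list on the log2 scale was highest in SP3 in replicate 1 alone (9.86), while SP1 lay above SP3 in replicate 2 (9.27 and 9.16) and SP4 above SP3 in replicate 3 (8.25 and 8.21).

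The other lists are given for SP4 vs SP1. Of 14 genes of the TGF-β pathway 3 rose, Tgfbr2, Itgae and Smurf2, a ubiquitin ligase of that pathway (log2 fold change 1.33, adjusted p = 0.00463), and none fell (4 rose when adjusted over the list alone, 5 with the block, camera adjusted p = 0.000265, and adjusted p = 0.17 with an estimated correlation), and 1 rose without each SP4 array in turn. Of 14 Notch pathway genes 1 rose, Dtx1, and none fell (3 when adjusted over the list alone, 3 with the block, camera adjusted p = 0.133, and 0.0409 in the blocked fit, there 0.236 with an estimated correlation), and 0 rose without any SP1 or SP4 array. Tgfbr2 and Dtx1 are immune function genes that the study chose on these arrays. Of 15 genes of the NF-κB pathway, 0 were called by limma, 2 had an unadjusted p under 0.05 and 3 rose with the block (camera adjusted p = 0.241). Of 16 activated or memory T cell markers 4 rose and none fell (9 when adjusted over the list alone, 10 with the block, camera adjusted p = 2.23e-14, and adjusted p = 0.0219 with an estimated correlation, 0.0775 with the block), and 7 rose without SP4 replicate 1. Of 15 regulatory T cell markers 2 rose, Itgae and Foxp3 (log2 fold change 1.48, adjusted p = 0.0361), and none fell (4 when adjusted over the list alone, 5 higher and 1 lower with the block, camera adjusted p = 0.0141, and adjusted p = 0.232 with an estimated correlation). The count of 2 became 0 without SP4 replicate 1 or 2 and 1 without any SP1 array, SP2 replicate 1, SP3 replicate 1 or SP4 replicate 3, and Foxp3 stopped passing without 7 of the arrays (adjusted p = 0.0602 to 0.144).

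Of 9 γδ T cell markers 1 rose, Maf, and 1 fell, Etv5 (2 and 2 when adjusted over the list alone, 2 and 1 with the block, camera adjusted p = 0.0537, and 0.0253 in the blocked fit, there 0.306 with an estimated correlation), with a count of 0 without SP1 replicate 2, SP1 replicate 3, SP4 replicate 1 or SP4 replicate 3 and 1 without SP1 replicate 1, SP2 replicate 1, SP3 replicate 2 or SP4 replicate 2. Of 26 myeloid markers 1 rose, Ccr2, and none fell (3 when adjusted over the list alone, 4 with the block, camera adjusted p = 1.72e-05, and adjusted p = 0.402 with an estimated correlation). Of 18 double positive markers 1 fell, Ccr9 (1 when adjusted over the list alone, 1 with the block, camera adjusted p = 0.000675, and adjusted p = 0.431 with an estimated correlation). 0 of 17 B cell markers, 0 of 19 thymic epithelial and stromal markers, 0 of 8 erythroid markers, 0 of 9 housekeeping genes and 0 of 29 cell cycle genes were called by limma, with 0, 1, 1, 0 and 1 at an unadjusted p under 0.05 and 0, 1, 1, 0 and 1 called with the block (camera adjusted p = 0.817, 0.255, 0.0909, 0.743 and 0.607), and 1 stromal marker was called without SP4 replicate 1. Of the 6 sort markers and other genes that the study measured again, 1 fell, Cd24a, and none rose (1 higher and 1 lower when adjusted over the list alone and with the block, camera adjusted p = 0.591), which is not independent evidence of direction.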
